# *Myh9* Plays an Essential Role in the Survival and Maintenance of Hematopoietic Stem/Progenitor Cells

**DOI:** 10.3390/cells11121865

**Published:** 2022-06-07

**Authors:** Quanming An, Yong Dong, Yang Cao, Xu Pan, Yuan Xue, Ya Zhou, Yonggang Zhang, Feng Ma

**Keywords:** *Myh9*, HSCs, transplantation, apoptosis

## Abstract

*Myosin heavy chain 9* (*MYH9*) gene encodes a protein named non-muscle heavy chain IIA (NMHC IIA), interacting with actin and participating in various biological processes. Mutations in *MYH9* cause an array of autosomal dominant disorders, known as *MYH9*-related diseases (*MYH9*-RD). However, the role of *MYH9* in normal hematopoiesis remains largely unexplored. By using *Mx1-cre Myh9* conditional knockout mice, we established an inducible system to precisely inactivate *Myh9* function in hematopoietic cells in vivo. The results showed that deletion of *Myh9* led to severe defects in hematopoiesis, characterized by pancytopenia, drastic decreases of hematopoietic stem/progenitor cells (HSPC), and bone marrow failure, causing early lethality in mice. The defect in hematopoiesis caused by *Myh9* ablation is cell autonomous. In addition, *Myh9* deletion impairs HSPC repopulation capacity and increases apoptosis. RNA sequencing results revealed significant alterations in the expression of genes related to HSC self-renewal and maintenance, while multiple signal pathways were also involved, including genes for HSC and myeloid cell development, intrinsic apoptosis, targets of mTOR signaling, and maturity of hematopoietic cells. Our present study suggests an essential role for *Myh9* in the survival and maintenance of HSPC in normal hematopoiesis.

## 1. Introduction

Hematopoiesis is a highly orchestrated process where hematopoietic stem cells (HSC) exhibit both self-renewal and multi-lineage potentials which subsequently leads to the development of lineage-specific progenitors and their downstream mature cells [1,2]. A complex network consisting of key transcription factors regulates both self-renewal and lineage commitment of the hematopoietic cells [3,4]. Therefore, elucidating the molecular mechanisms governing the process of HSC maintenance and lineage commitment is crucial for our understanding of normal hematopoiesis and developing improved treatment of hematological diseases.

*Myosin heavy chain 9* (*MYH9*) gene, the non-muscle myosin heavy chain IIA (NMHC IIA), encodes a protein of 1960 amino acids which forms a hexameric complex including a homodimer of heavy chain (230 kDa), two regulatory light chains (20 kDa), controlling the myosin activity, and two essential light chains (17 kDa), stabilizing the heavy chain structure [5]. MYH9 interacts with actin, converting chemical energy produced by ATP hydrolysis into mechanical force [6,7,8]. It is requested in various biological processes requiring the production of force and translocation of actin cytoskeleton, such as cell migration, adhesion, division, polarization, maintenance of cell shape, and signal transduction [9,10,11,12,13]. Mutations of *MYH9* in humans lead to a syndromic, autosomal dominant disorder that is called *MYH9*-related disease (*MYH9*-RD) and characterized by congenital thrombocytopenia with giant platelets and the inclusion of NMHC IIA in the cytoplasm of neutrophils [14,15]. Ablation of *Myh9* in mice leads to embryonic death by E7.5 due to defects in cell adhesion and the visceral endoderm [16], which indicates that *Myh9* plays an essential role in early embryonic development of mice. In recent years, researchers have found that *MYH9* also regulates the maturation of erythroblasts [17] and migration of neutrophils [18], suggesting *MYH9* might exert profound effects in the hematopoietic system. These studies have provided some insights into the effect of *MYH9* in various hematopoietic lineage cells; the role of *MYH9* in regulating the function of hematopoietic stem/progenitor cells (HSPCs), however, remains largely unknown.

In the present study, we investigated the function of *Myh9* in normal hematopoiesis in vivo with a conditional *Myh9* knockout animal model. We found that the loss of *Myh9* resulted in severe defects in hematopoiesis, causing pancytopenia, BM failure, and rapid deaths in mice. The *Myh9*-deficiency mice displayed drastic reduction of HSPCs and failed to maintain normal hematopoiesis. Furthermore, loss of *Myh9* increased cell death in HSPCs and BM cells. RNA-seq analysis revealed that *Myh9* affected many hematopoietic genes and several signaling pathways involved in HSPC self-renewal and differentiation. Our findings suggest an essential role for *Myh9* in the survival and maintenance of HSPC during the process of normal hematopoiesis.

## 2. Materials and Methods

### 2.1. Mice

Floxed *Myh9 (Myh9*^fl/fl^) mice were described previously [19] and, as a generous gift from Prof. Luo jincai, *Mx1-cre* mice were purchased from Shanghai Model Organisms Center, Inc. To conditionally delete the *Myh9* floxed allele, we mated *Myh9*^fl/fl^ mice with *Mx1-cre* mice to generate *Myh9*^fl/fl^:*Mx1-cre* mice. Cre expression was induced by intraperitoneally injecting three doses of 5 mg/kg body weight polyinosinic-polycytidylic acid (poly I:C) at 5–6 weeks after birth. All mice subjected to this knockout model and other experiments were on a C57BL/6 background with littermate controls, unless stated otherwise. Genotyping primer sequences are listed in the Supplementary Table S1. All animal studies were performed in accordance with the guidelines approved by the Institutional Ethics Review Committee of Institute of Blood Transfusion (IERC-IBT).

### 2.2. Flow Cytometry

Whole BM cells were obtained by flushing femur and tibia bone with phosphate-buffered saline (PBS) containing 2% fetal bovine serum (FBS). Red blood cells were removed by lysing buffer (BD Biosciences). Cells were then washed and resuspended in PBS plus 2% FBS and stained for 30 min on ice with directly conjugated monoclonal antibodies specific for Gr-1, CD11b, CD19, CD71, Ter119. For HSC/HSPC analysis, BM cells were stained for 30min on ice with biotin conjugated lineage markers including CD3, CD4, CD8, CD11b, Gr-1, B220, Ter119. After a single wash, cells were stained for another 30 min on ice with antibodies against biotin, c-kit, sca1, CD135, CD34, CD16/32. FITC-conjugated anti-Annexin V and 7-AAD were used for apoptosis assays. All antibodies were purchased from Biolegend or eBioscience (Invitrogen). Flow cytometry was performed with Canto II (BD Biosciences) and analyzed by Flowjo software.

### 2.3. Bone Marrow Transplant Experiments

For cell autonomous BM transplantation (BMT) assay, 1 × 10^6^ BM cells from 5–6 weeks old *Myh9^fl/fl^:Mx1-cre* or littermate control mice were transplanted into lethally irradiated (2 × 550rads) C57BL/6 recipient mice by retro-orbital injection. In competitive repopulation assay, 5 × 10^5^ BM cells from uninduced *Myh9^fl/fl^:Mx1-cre* (RFP^-^) or littermate control mice (RFP^-^) were mixed with 5 × 10^5^ RFP^+^ competitor BM cells at a ratio of 1:1 and then transplanted into the irradiated RFP^-^ congenic mice. Six weeks post transplantation, recipients were administered three doses of 5mg/kg body weight poly I:C every other day to activate Cre recombinase. 

### 2.4. Complete Blood Counts and Blood Smear

Peripheral blood counts were measured by SYSMEX XT-1800i. Blood smear was stained by May-Grunwald Giemsa (MGG) as described previously [20].

### 2.5. Real-Time Quantitative PCR

Total RNA was extracted from BM cells from *Myh9^fl/fl^:Mx1-cre* and littermate control mice 10 days after poly I:C injection or FACS sorted Lin^-^Sca1^+^c-kit^+^ (LSK) cells from *Myh9^fl/fl^:Mx1-cre* and littermate control mice BM 4 days after poly I:C injection using PureLink RNA mini kit (Invitrogen). cDNA synthesis was performed using an iScript cDNA synthesis kit (Bio-rad). Real-time quantitative PCR was performed in a Bio-rad CFX96 touch machine using SYBR Green PCR master mix (Roche). The gene expression levels were normalized to beta-actin and expressed relative to the indicated reference sample. 

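The primers of the 4 genes measured by real-time PCR in LSKs (*Bcl1*, *Mcl1*, *Gzmb* and *Tifab* in the primer table) were compared with the mouse transcripts of GENCODE release M21, which follows the GRCm38 genome. All 8 primers were matched over their whole length. The pair listed for *Bcl1* matched transcripts of *Ccnd1* (ENSMUSG00000070348), the gene of cyclin D1, and of no other gene, with an amplicon of 183 bases. Neither primer of this pair matched a transcript of *Bcl2*, the gene that the paper's results name for this real-time PCR. The *Mcl1* pair enclosed 250 bases, the *Gzmb* pair 142 bases and the *Tifab* pair 125 bases, each in transcripts of the gene it is listed for. The genotyping primers lie in genomic sequence, which was not used here.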

Primer sequences are listed in the Supplementary Table S1.

### 2.6. RNA-Sequencing and Data Analysis

LSK cells were harvested from *Myh9^fl/fl^:Mx1-cre* and littermate control mice 4 days after poly I:C injection. Samples were dealt with Trizol (Invitrogen). A DNA library was generated and sequenced by Novogene Co.Ltd (Beijing, China). Gene set enrichment analysis was performed as previously described [21]. Gene signatures were analyzed with Gene Set Enrichment Analysis (GSEA) software version 4.2.2.

### 2.7. Statistical Analysis

All data are shown as mean ± SD from at least three independent experiments. Statistical significance was evaluated using the Student’s *t*-test. *p*-value < 0.05 was considered significant.

## 3. Results

### 3.1. Conditional Deletion of Myh9 Leads to Pancytopenia and Fatal Bone Marrow Failure

To elucidate the physiological role of *Myh9* in normal hematopoiesis, we used the Cre-loxP system to conditionally knock out *Myh9* in hematopoietic cells in vivo (Figure 1A). *Myh9-*floxed *(Myh9^fl/fl^)* mice were crossed with *Mx1-Cre* mice to generate *Myh9^fl/fl^:Mx1-Cre* mice and the littermate mice without Cre expression were used as controls. To make *Myh9* knockout mice, 5–6 week old *Myh9^fl/fl^:Mx1-Cre* mice were injected intraperitoneally with 5 mg/kg body weight of poly I:C every other day for 3 doses, and for control mice [22]. All induced *Myh9^fl/fl^:Mx1-Cre* mice died at day10 to day12 after the first injection of poly I:C (Figure 1B). Efficiency of *Myh9* deletion was verified by real-time PCR (Figure 1C). Sequentially, we performed complete blood count (CBC) to investigate the cause of death at day10 after the first injection of poly I:C. The results showed that total white blood cell (WBC), neutrophil (NE), monocyte (MONO), lymphocyte (LYMPHO), red blood cell (RBC), hemoglobin (HGB), and platelet (PLT) counts were all significantly decreased in the peripheral blood of *Myh9^fl/fl^:Mx1-Cre* mice, as compared to control animals (Figure 1D). In addition, total BM cells were drastically decreased in *Myh9^fl/fl^:Mx1-Cre* mice (Figure 1E). As expected, knocking out of *Myh9* also caused anemia and pancytopenia in *Myh9^fl/fl^:Mx1-Cre* mice (Figure 1F), finally leading to an early lethality. These results indicated that *Myh9* was essential for hematopoiesis.

### 3.2. Myh9 Deficiency Causes Deletion of HSCs and Multiple Hematopoietic Lineage Cells 

To identify the cause of the pancytopenia in *Myh9*-deficient mice, we examined hematopoiesis in their BM. Flow cytometric analysis revealed a marked decrease in the frequencies as well as numbers of mature myeloid cells (Gr-1^+^CD11b^+^), B cells (CD19^+^) in BM from *Myh9^fl/fl^:Mx1-cre* mice as compared with control mice (Figure 2A,B,D,E). Of note, *Myh9^fl/fl^:Mx1-cre* mice showed an increase in the frequencies and number of Ter119^+^ erythroid cells, particularly in mature CD71^-^Ter119^+^ erythrocytes (Figure 2C,F,G). The comparative increase in CD71^-^Ter119^+^ late-stage erythrocytes but not in CD71^+^Ter119^+^ cells might reflect a strikingly decreased total cellularity in BM and an inertness of comparatively matured erythroblasts upon induction of poly I:C (Figure 2F,G). 

The observation of multi-lineage hematopoietic abnormalities and fatal BM failure after the ablation of *Myh9* prompted us to further examine its role on HSPCs. Upon our experiments, we found the frequencies and total numbers of LSK cells, including HSCs and all multipotential stem/progenitor cell population, were drastically reduced in *Myh9^fl/fl^:Mx1-cre* BM after poly I:C injection (Figure 2H,J). Furthermore, the numbers of long-term HSCs (LT-HSC), short-term HSCs (ST-HSC), and multipotential progenitors (MPP) were markedly reduced in *Myh9^fl/fl^:Mx1-cre* mice BM when compared to control BM (Figure 2I). In the more committed LK compartments, as expected, a substantial decrease of common myeloid progenitors (CMP), granulocyte macrophage progenitors (GMP), and megakaryocyte erythroid progenitors (MEP) was detected in *Myh9^fl/fl^:Mx1-cre* mice BM as compared with controls (Figure 2K). These findings suggest that deficiency of *Myh9* leading to a whole decrease of hematopoietic stem/progenitor and committed lineage cells, thus leading to the BM failure and pancytopenia in peripheral blood. Namely, loss of *Myh9* caused severe defects in normal hematopoietic development.

### 3.3. Myh9 Function in Hematopoiesis Is Hsc Intrinsic

Since *Mx1-Cre* expression is not limited in hematopoietic cells, the observed HSC phenotypes in *Myh9^fl/fl^:Mx1-cre* mice may be caused by the dysfunction of multiple tissues resulting from the loss of *Myh9*. To verify that the loss of HSC/progenitors in *Myh9* KO animals is HSC intrinsic, we transplanted uninduced control (*Myh9^fl/fl^:no cre*) and *Myh9^fl/fl^:Mx1-cre* mice into lethally irradiated WT C57BL/6 mice. Six weeks after transplantation, recipients were injected with poly I:C to induce the deletion of *Myh9* (Figure 3A). As a result, all the recipients reconstituted with *Myh9^fl/fl^:Mx1-cre* BM cells became moribund and died within 12–14 days after first injection of poly I:C. Analysis by real time PCR showed a significant decrease in *Myh9* mRNA levels in BM cells upon poly I:C induction in the recipient animals (Figure 3B). Deletion of *Myh9* in the recipient animals resulted in marked decrease in BM cellularity (Figure 3C) and PB counts (pancytopenia) (Figure 3D). Furthermore, *Myh9* deletion also resulted in a drastic decrease in myeloid, erythroid, and B cell precursor (Figure 3E–K) as well as HSCs and hematopoietic progenitor cells (Figure 3L–O) in the BM of recipient animals. These results demonstrated that the hematopoietic defect was caused by the loss of *Myh9* on HSC intrinsically.

### 3.4. Loss of Myh9 Results in Impaired Repopulation of HSCs

To further examine the ability of *Myh9*-deficient HSCs in hematopoietic reconstitution, competitive repopulation assays were performed. We transplanted RFP^-^ BM cells from uninduced control (*Myh9^fl/fl^:no cre*) and *Myh9^fl/fl^:Mx1-cre* mice together with RFP^+^ competitor BM cells at a ratio of 1:1 into lethally irradiated RFP^-^ recipient animals (Figure 4A). Six weeks after the transplantation, recipients were sacrificed to harvest BM and PB cells and the percentages of RFP^-^ and RFP^+^ were analyzed. The recipients reconstituted with *Myh9^fl/fl^:Mx1-cre* BM cells have a similar RFP^-^ ratio when compared with the controls, indicating the success of transplantation (Figure 4B-H, without poly I:C). Subsequently, three doses of poly I:C were injected. As expected, RFP^-^ *Myh9^fl/fl^:Mx1-cre* mice derived BM cells were completely unable to compete with co-transplanted RFP^+^ wild type cells after poly I:C injection. At 16 weeks after poly I:C induction, *Myh9^fl/fl^:Mx1-cre* mice derived RFP^-^ myeloid, B and T cells were almost abolished in the PB (Figure 4B-E, with poly I:C) of the recipient animals. Meanwhile, RFP^-^Gr-1^+^ cells, LSK cells from *Myh9^fl/fl^:Mx1-cre* mice were almost undetectable in the BM of recipients, whereas approximately 60% LSK cells in recipients that had received control BM cells were RFP^-^ (Figure 4F–H, with poly I:C). These data proved that the deletion of *Myh9* led to severe functional impairment in HSCs. Because of the severe BM failure observed in primary and BMT mice, we were not able to further explore the self-renewal capacity of *Myh9*-deficent HSCs by secondary transplantation.

### 3.5. Loss of Myh9 Leads to Apoptosis of Hematopoietic Stem/Progenitor Cells 

Since *Myh9* deletion caused rapid decrease in hematopoietic cells of multiple lineages in the BM, we wondered whether the deletion of *Myh9* induced apoptosis in hematopoietic cells. We performed Annexin V and 7-AAD staining to identify apoptotic cells in BM. The frequency of total BM cells undergoing apoptosis was significantly higher in *Myh9^fl/fl^:Mx1-cre* mice 8 days after poly I:C administration as compared to control mice (Figure 5A,B). Consistently, *Myh9* deletion also resulted in markedly increased apoptotic frequency of LK cells (Figure 5C,D) and more immature LSK cells (Figure 5E,F). Overall, these data suggest that loss of *Myh9* led to apoptosis in HSPCs.

### 3.6. Myh9 Deletion Alters Expression of Genes Responsible for HSC Maintenance

To gain insight into molecular mechanisms of the severe hematopoietic defects observed in the *Myh9*-deficient mice, transcriptome profiling was conducted by RNA-seq using sorted LSK cells from the BM of control and *Myh9^fl/fl^:Mx1-cre* mice with three independent LSK cell sets at d4 post the first injection of poly I:C. The RNA-seq data revealed a significantly altered expression (>or <2-fold, *p* < 0.05, respectively) of 785 (566 upregulated and 219 downregulated) genes in *Myh9*-deficienct LSKs when compared with control LSKs (Figure 6A). Furthermore, *Myh9* deletion resulted in downregulation of many important transcription factors required for maintenance of HSCs (*Fos, Fosb, Egr1, Erg, Runx1*, *Etv6*, and *Tcf7*) and HSPC self-renewal (*Nbea, Smarca2, Sox4, Zfp251, Tifab, Smad7*). Knockdown of these genes has been shown to impair HSPC maintenance, self-renewal, and BM reconstitution ability [23,24,25]. 

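The RNA-seq compared LSK cells, the lineage-negative Sca1- and c-Kit-positive BM fraction that holds HSPCs, from control and *Myh9 fl/fl:Mx1-cre* mice. Each group had 3 libraries, 1 for each LSK cell set, and the sample descriptions give 100000 sorted cells for each set. How many mice each set came from is not stated in the paper's text. The authors deposited 1 value for each of 54532 genes in each library, as FPKM, fragments scaled by gene length and library size. The aligner and the counting program are not named in the paper's text. Each library's values are whole multiples of a single step once multiplied by gene length, so the number of reads behind every value could be recovered. Control libraries held 19894562, 17571544 and 19395415 reads on genes (median 19395415) and *Myh9*-deficient libraries 18565266, 17993534 and 18420903 (median 18420903). The 10 genes with the most reads took 6.60% to 6.64% of reads in control and 5.95% to 5.98% in *Myh9*-deficient libraries. At these depths, the floor of 3 reads corresponds, for a gene of 1 kilobase, to 0.151 to 0.17 FPKM. Genes with a mean of at least 1 FPKM over the 6 libraries were tested on log2(FPKM + 1) with limma's moderated test with a trend, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 11552 genes tested. All fold changes are *Myh9*-deficient over control on this scale, and errors are SD over 3 libraries unless stated. Pearson correlations of these values across genes were 0.991 to 0.993 between libraries of one group and 0.974 to 0.977 between libraries of different groups. For a single gene, 3 libraries against 3 cannot give an exact permutation p below 0.1 (two-sided).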

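At the thresholds stated in the paper, a change of more than 2-fold and an unadjusted p under 0.05, 165 genes were higher and 81 lower in *Myh9*-deficient LSKs. These numbers moved most when ratios of mean FPKM were taken without a pseudocount or a filter on low values, to 930 and 435. With an adjusted p under 0.05 and no limit on the fold change, 2295 genes were higher and 2378 lower, and 94.8% of these 4673 genes changed less than 2-fold. Their p-values rest on the spread between libraries. This spread holds the variation between mice only if the sets of a group came from different mice. The libraries of the 2 groups did not overlap for 6239 of the genes tested (54.0%), where chance gives 10%. Of the 246 genes past the paper's thresholds, 96 (39.0%) were immunoglobulin or T cell receptor segments, 85 of them higher and 11 lower in *Myh9*-deficient LSKs. Among genes with at least 5 FPKM in one group and no overlap between the groups, the largest rise on this scale was that of *Trnp1* (ENSMUSG00000056596, chromosome 4 from 133491100 to 133498550), from 0.789 ± 0.168 in control to 31.5 ± 1.31 FPKM in *Myh9*-deficient LSKs (log2 fold change 4.19, adjusted p = 1.8e-06, limma). The next rises were in the variable segments *Ighv1-4*, *Igkv3-7*, *Ighv6-6* and *Ighv1-5*. *Igkv3-7* rose from 1.77 to 24.5 FPKM. The other three had at most 3 reads in every control library, so only lower limits can be given: at least 27.6-fold for *Ighv1-4*, 19-fold for *Ighv6-6* and 17.6-fold for *Ighv1-5*. The largest fall was in the variable segment *Igkv1-122*, which was at least 22.3-fold lower in *Myh9*-deficient LSKs. *Pcna-ps2* followed with a log2 fold change of -2.63, *Hspa1b* with -2.40, *Atf3* with -2.37 and *Cd14* with -2.26. Variable segments, *Pcna-ps2* and *Hspa1b* have near copies elsewhere in the genome, and how reads matching several copies were counted is not stated in the paper's text.

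**Figure D1:**
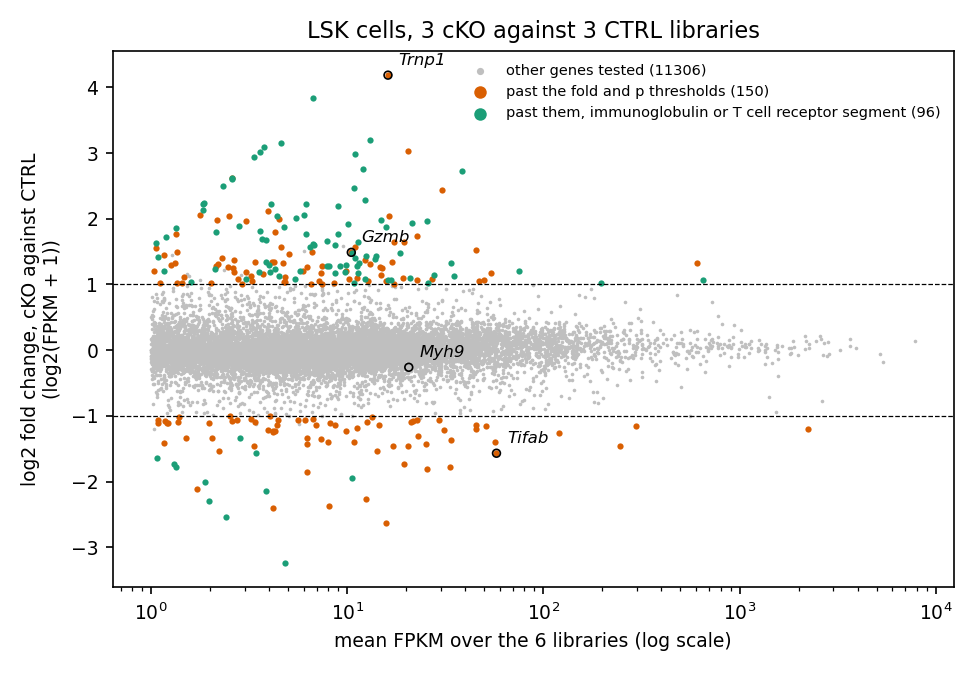
Log2 fold change of each of the 11552 genes tested (y axis, log2(FPKM + 1), *Myh9*-deficient over control) against its mean FPKM over the 6 libraries (x axis, log scale). Dashed lines mark a 2-fold change, coloured points are the 246 genes past the paper's thresholds, and the 96 immunoglobulin and T cell receptor segments among them lie mostly above the upper line.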

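*Myh9* itself (ENSMUSG00000022443, chromosome 15 from 77760587 to 77842175, minus strand) measured 22.5 ± 0.495 FPKM in control and 18.7 ± 1.18 FPKM in *Myh9*-deficient LSKs. This is a change of the mean by -17.1% (log2 fold change -0.26, standard error 0.049, adjusted p = 0.00642, limma). Each of the 3 *Myh9*-deficient libraries lay below every control library. The log2 fold change ranged from -0.31 to -0.22 when 1 library was left out, and was -0.16 once each library's trends with GC content and gene length were removed. The paper's Figure 1A places the loxP sites around exon 1. In GENCODE M21, exon 1 of the principal *Myh9* transcript has 219 bases, which is 1.69% of the 12928 bases over which the authors normalized *Myh9*, and it carries only 5′ untranslated sequence. The start codon lies in exon 2, which has 352 bases. This transcript has 41 exons, so RNA made without exon 1 would still add reads from the other exons to the value. Whether such RNA was made cannot be seen in values per gene. Of the other genes of non-muscle myosin II and its regulators, *Myh10* rose from 1.12 to 2.10 FPKM (log2 fold change 0.54, adjusted p = 0.00304, limma) and *Myl6* by 0.10 on the log2 scale (adjusted p = 0.0112). *Myl6* had an adjusted p of 0.116 after quantile normalization. *Myl12a* rose by 0.23 on the log2 scale (adjusted p = 0.0192), with adjusted p of 0.0604 without CTRL replicate 1, 0.05002 without CTRL replicate 2, 0.0608 without cKO replicate 3 and 0.0714 without moderation of the variance. *Ppp1cb* had a log2 fold change of -0.15 and an adjusted p of 0.00940, or 0.14 with the trends with GC content and length removed. *Rock1* and *Rock2* changed by -0.022 and -0.13, with adjusted p of 0.685 and 0.124. *Myl6b*, *Myl12b* and *Ppp1r12a* did not pass either (adjusted p = 0.252 to 0.358). As a set, 10 genes of this hand-written list, *Myh9* among them, had a median log2 fold change of -0.051 (camera adjusted p = 0.968). Without *Myh9*, the remaining 9 went towards higher values, also without passing (camera adjusted p = 0.836).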

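The study names 25 genes other than *Myh9* in its text and heat map, with *Ccnd1*, which the *Bcl1* primers match, counted for *Bcl1*. Of the 25, 24 passed the filter on low values. All 24 changed in the stated direction, 22 with an adjusted p under 0.05, and 4 of them changed more than 2-fold. Adjusted over the list alone, 23 had a p under 0.05, but the study chose this list on these libraries, so that count is not independent evidence. The median size of the 24 log2 fold changes was 0.42. Over the 6 fits that each left out 1 library, the count of 22 became 19 to 21. Among the transcription factors, *Egr1* (ENSMUSG00000038418, chromosome 18) fell most, with 33.1 ± 1.00 FPKM in control and 12.7 ± 0.648 FPKM in *Myh9*-deficient LSKs (log2 fold change -1.31, adjusted p = 6.7e-06, limma). *Fos* measured 115 to 62.1 FPKM with a log2 fold change of -0.88, *Fosb* 10.1 to 5.66 FPKM with -0.74 and *Runx1* 8.41 to 5.42 FPKM with -0.55. *Egr1*, *Fos* and *Fosb* also stand in a hand-written list of immediate early genes, which fell as a set. Handling of the cells before lysis also induces such genes and cannot be told apart here from an effect of *Myh9* loss. *Etv6* had a log2 fold change of -0.27 (adjusted p = 7.5e-04). *Tcf7* changed by -0.29 (adjusted p = 0.0356), and its adjusted p exceeded 0.05 without CTRL replicate 2 or 3 or without cKO replicate 1 or 3 (0.084 to 0.103), and without the filter on low values or the moderation of the variance (0.0823 to 0.094). *Erg* measured 28.4 ± 0.575 FPKM in control and 26.7 ± 0.284 FPKM in *Myh9*-deficient LSKs, a log2 fold change of -0.086 that did not pass the adjustment (adjusted p = 0.0555, limma). The adjusted p of *Erg* was 0.0308 to 0.049 with a mean of at least 5 FPKM, quantile normalization, TPM or no moderation of the variance. Of the self-renewal genes, *Smad7* had a log2 fold change of -0.65 (adjusted p = 3.2e-04), *Sox4* -0.42 (adjusted p = 0.00250), *Smarca2* -0.25 (adjusted p = 0.0213) and *Zfp251* -0.20 (adjusted p = 0.0172). The adjusted p of *Smarca2* exceeded 0.05 in each fit that left out a control library and in those without cKO replicate 2 or 3 (0.0533 to 0.0625). It was 0.059 without the filter on low values and 0.137 with the trends with GC content and length removed. The adjusted p of *Zfp251* exceeded 0.05 without CTRL replicate 1 or 2 or without cKO replicate 1 or 3 (0.0517 to 0.0608). *Nbea* was below the filter, with 11, 12 and 13 reads in control and 3, 7 and 7 in *Myh9*-deficient libraries. All 3 *Myh9*-deficient libraries lay below every control library, in the paper's direction, but the main test left *Nbea* out at these read numbers.

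**Figure D2:**
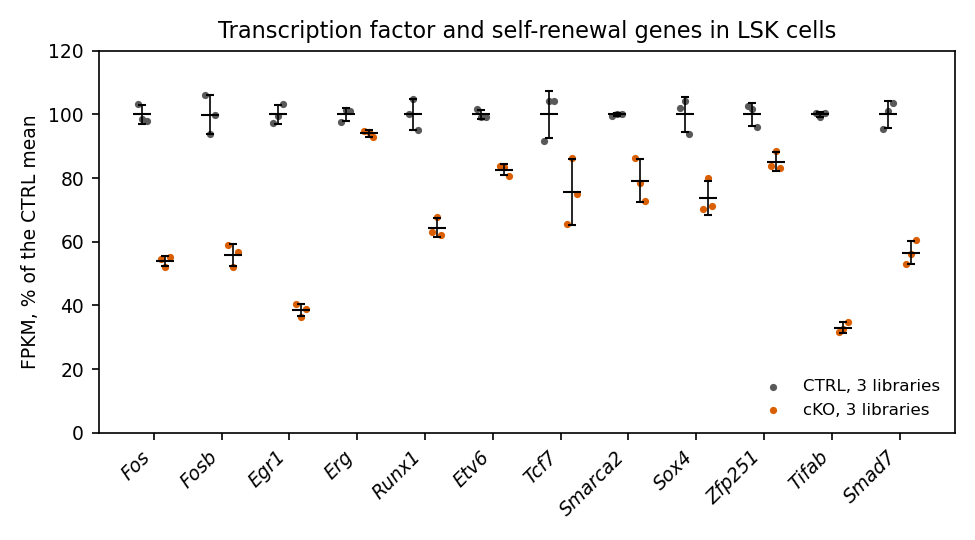
FPKM of 12 transcription factor and self-renewal genes in each library, as a percent of the control mean. Points are single libraries (grey, control; orange, *Myh9*-deficient), and bars are mean ± SD over 3 libraries. *Tifab* and *Egr1* lie lowest and *Erg* lies closest to the control level. *Egr1*, *Fos* and *Fosb* are also immediate early genes, which handling of the cells can induce.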

We also found anti-apoptotic genes (*Bcl1, Mcl1*) were downregulated and pro-apoptotic gene (*Bax*) was upregulated after *Myh9* deletion. 

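No gene in the deposited table is called *Bcl1*. *Ccnd1*, the gene that the *Bcl1* primer pair of the paper's primer table matches, measured 3.59 ± 0.0756 FPKM in control and 3.25 ± 0.141 FPKM in *Myh9*-deficient LSKs (log2 fold change -0.11, adjusted p = 0.129, limma). The 3 *Myh9*-deficient libraries lay below every control library, but the difference did not pass the adjustment. *Bcl2* (ENSMUSG00000057329), the gene shown in the paper's heat map, measured 5.38 ± 0.111 FPKM in control and 4.20 ± 0.329 FPKM in *Myh9*-deficient LSKs (log2 fold change -0.30, adjusted p = 0.00779, limma). *Mcl1* (ENSMUSG00000038612, chromosome 3) changed from 67.3 to 58.2 FPKM, a log2 fold change of -0.20 with a standard error of 0.028. *Bax* (ENSMUSG00000003873, chromosome 7) rose from 50.7 ± 2.41 to 68.0 ± 6.02 FPKM (log2 fold change 0.42, adjusted p = 0.00354, limma). The differences in *Bcl2*, *Mcl1* and *Bax* exceeded the spread between replicates. Across hand-written lists of genes that promote or restrain apoptosis, members went both ways. Of 21 promoting genes tested, 6 rose and 10 fell with an adjusted p under 0.05, and the median log2 fold change was -0.028 (camera adjusted p = 0.514). *Bok* (0.72) rose while *Pmaip1* (-0.76) and *Apaf1* (-0.40) fell on the log2 scale. Of 13 restraining genes tested, 1 rose and 4 fell at the same threshold, with a median of -0.081 (camera adjusted p = 0.298). *Pim1* fell most in this list (-0.77). With fry the adjusted p was 0.0309 for the promoting and 0.00236 for the restraining genes, both towards lower values.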

Our results show that regulators of the cell cycle (*cdc25c* and *ccnb1*) and megakaryocyte-erythroid progenitor lineage (*Itga2b* and *Klf1*) were among those upregulated (Figure 6B).

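*Cdc25c* (ENSMUSG00000044201, chromosome 18) measured 9.98 ± 1.23 FPKM in control and 13.8 ± 1.43 FPKM in *Myh9*-deficient LSKs (log2 fold change 0.43, standard error 0.10, adjusted p = 0.0161, limma). Its adjusted p was 0.0525 without cKO replicate 1 and 0.0718 without moderation of the variance. *Ccnb1* rose from 34.2 to 43.0 FPKM, a log2 fold change of 0.32 (adjusted p = 0.00224, limma). Of 54 G2/M phase genes in a hand-written list, 27 were higher and 27 lower, with a median log2 fold change of -0.0030 (camera adjusted p = 0.514, or 0.0452 with fry, towards higher values). *Cenpa* (0.44) and *Psrc1* (0.45) were higher and *Top2a* (-0.36) was lower. Of 43 S phase genes, 35 were lower, with a median of -0.092 (camera adjusted p = 0.00229), *Ung* (-0.49) and *Mcm6* (-0.34) among them. *Itga2b*, which encodes CD41 (ENSMUSG00000034664, chromosome 11), rose from 17.0 ± 0.524 to 37.3 ± 0.470 FPKM (log2 fold change 1.09, adjusted p = 4.5e-06, limma). *Klf1* (ENSMUSG00000054191, chromosome 8) rose from 44.4 to 63.5 FPKM, a log2 fold change of 0.50 (adjusted p = 3.8e-04, limma). In *Cdc25c*, *Ccnb1*, *Itga2b* and *Klf1*, all 3 *Myh9*-deficient libraries lay above every control library.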

To identify specific gene sets that were altered in *Myh9*-deficienct LSKs, gene set enrichment analysis (GSEA) was performed for the gene expression profiles of *Myh9* deficient LSKs with previously reported hematopoiesis-related gene sets. 

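The gene sets of the paper's GSEA were not used here. In their place, 19 lists of genes written by hand were tested with limma's camera at an inter-gene correlation of 0.01, and p-values were adjusted over the 19 lists. A list of 47 genes expressed in HSCs had 29 members above the filter on low values, 14 of its genes also stood in another list and the study names none of them. Of the 29 genes, 24 were higher and 5 lower in *Myh9*-deficient LSKs. The median log2 fold change was 0.18 (camera adjusted p = 3.0e-05). The adjusted p was 2.9e-04 with fry, in the same direction, and 0.0582 with a correlation estimated for the list, which was the largest of its alternatives. Left to the 21 members in no other list, the adjusted p was 7.9e-05, again towards higher values. The largest rises were those of *Gfi1b* (log2 fold change 0.86), *Sult1a1* (0.86) and *Tgm2* (0.82). *Hoxb4* (-0.18), *Kit* (-0.14) and *Hoxa5* (-0.13) had the largest falls. *Kit*, whose product defines the sorted cells, measured 23.9 ± 0.454 FPKM in control and 21.5 ± 0.334 FPKM in *Myh9*-deficient LSKs.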

First, we compared our data with genes enriched in adult HSC and hematopoiesis progenitors [26], and these signatures were significantly downregulated in *Myh9* deficient LSKs but were enriched in control LSKs (Figure 6C,D). Second, we compared our data with the genes that were commonly upregulated in adult quiescent HSCs [27]. Again, this quiescence signature was downregulated in *Myh9* deficient LSKs (Figure 6E). 

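A hand-written list of 36 genes linked to HSC quiescence, which is not the set of Figure 6E, had 28 members tested. Of these, 22 were lower in *Myh9*-deficient LSKs, and the median log2 fold change was -0.60 (camera adjusted p = 1.9e-07). The list overlaps others: 25 of its 36 genes stand in another list, most often that of immediate early genes, and the study names 5. The 6 members tested that remain without them did not fall as a set (adjusted p = 0.925). *Nr4a1* fell most (log2 fold change -1.81, adjusted p = 3.5e-06, limma), from 40.2 ± 0.528 to 10.7 ± 0.681 FPKM, and *Btg2* followed with -1.43. In the other direction, *Thy1* rose by 1.47, *Txnip* by 0.42 and *Hlf* by 0.38 on the log2 scale. The immediate early genes, which cells induce within minutes of a stimulus, gave the smallest p of the 19 lists. Of 39 tested, 34 were lower, with a median log2 fold change of -0.74 (camera adjusted p = 1.3e-14). *Per1* rose (0.53).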

Third, we used hematopoiesis mature related gene set [28] (Figure 6F); this mature signature was highly enriched in *Myh9* deficient LSKs but downregulated in control LSKs. 

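The set behind Figure 6F was not used here, and the lists of mature lineages used in its place were written by hand. Erythroid genes were higher in 24 of 25 cases, with a median log2 fold change of 0.54 (camera adjusted p = 2.1e-13). *Hbb-bt* rose from 3.65 ± 0.540 to 37.4 ± 6.99 FPKM, *Hba-a1* from 0.812 to 3.47 FPKM and *Cldn13* from 5.09 to 16.9 FPKM. The globin genes have close copies with which reads can be shared. Megakaryocyte genes were higher in 19 of 20 cases, with a median of 0.37 (camera adjusted p = 2.3e-06). *Gp9* (log2 fold change 1.14) and *Pf4* (1.07) rose, and *Fli1* (-0.23) fell. The Reactome set Factors involved in megakaryocyte development and platelet production went the other way, without passing the threshold (82 genes, median -0.026, camera adjusted p = 0.444, or 0.0187 with fry, towards lower values). Mast cell and basophil genes were higher in 14 of 16 cases, with a median of 0.23 (camera adjusted p = 2.9e-04). *Prss34* rose from 5.75 to 26.8 FPKM and *Cma1* from 0.360 to 4.63 FPKM. T and NK effector genes were higher in 7 of 9 cases, with a median of 0.44 (camera adjusted p = 0.0141), led by *Ccl5* (1.73) and *Trbc2* (1.69), while *Nkg7* (-0.34), the most abundant of the 3, fell. With a correlation estimated for each list, the adjusted p of the T and NK effector genes was 0.0944, and with a mean of at least 5 FPKM it was 0.446. Lymphoid genes went both ways (median 0.10, camera adjusted p = 0.487), with *Mzb1* higher (0.84) and *Ighm* lower (-0.75). The calls for erythroid, megakaryocyte and mast cell and basophil genes held with fry and with an estimated correlation.

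**Figure D3:**
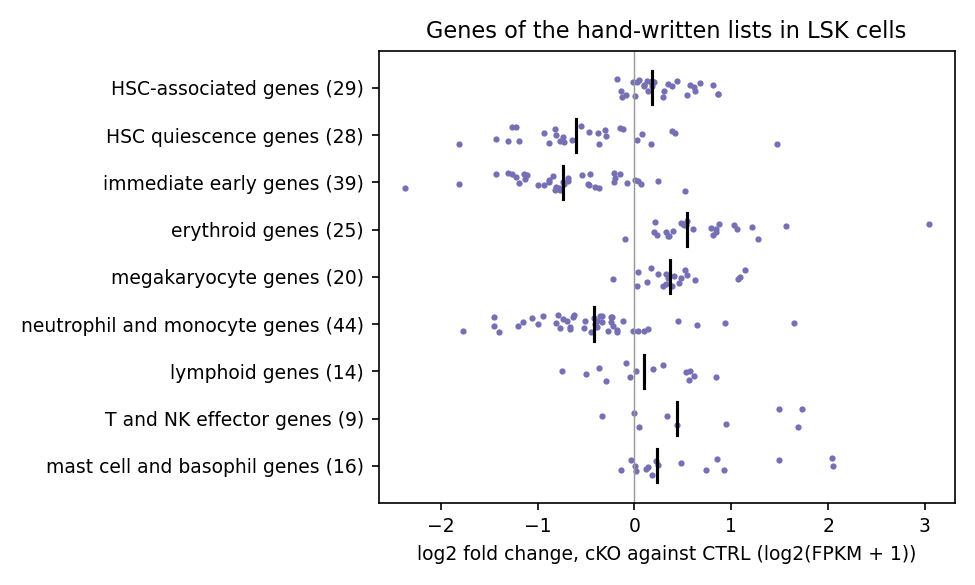
Log2 fold change (x axis, *Myh9*-deficient over control) of each gene tested in 9 hand-written lists. Each point is a gene, black bars are list medians and the number of genes tested stands in brackets. The medians of the erythroid (0.54) and megakaryocyte (0.37) lists lie above 0 and that of the neutrophil and monocyte list lies below it.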

Altogether, these results indicated that loss of *Myh9* perturb the homeostasis of HSC resulted in impairing HSC maintenance. 

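Neutrophil and monocyte genes of a hand-written list were lower in 37 of 44 cases in *Myh9*-deficient LSKs, with a median log2 fold change of -0.42 (camera adjusted p = 1.7e-12), and this held with fry and with an estimated correlation. The falls were largest in *Irf8* (log2 fold change -1.78), *Csf1r* (-1.46) and *Ly6c2* (-1.45). *Irf8* measured 52.1 ± 0.553 FPKM in control and 14.5 ± 1.07 FPKM in *Myh9*-deficient LSKs. *Retnlg* (1.65), *Chil3* (0.94) and *Lcn2* (0.65), which mature neutrophils express, rose. The other genes of mature neutrophils in the list went both ways, with *Ltf* (-0.67) and *Camp* (-0.63) lower, *Mmp9* (0.45) higher and *S100a8* (-0.020) near 0, and these 4 were chosen after their values were seen. For apoptosis, the Reactome set Intrinsic Pathway for Apoptosis had 31 genes tested and a median log2 fold change of -0.026. Its camera adjusted p was 0.836 over 598 Reactome sets, or 0.591 with fry, towards higher values. The Reactome set Apoptosis had 127 genes and a median of 0.042 (camera adjusted p = 0.0971, or 0.00784 with fry, towards higher values). Regulation of Apoptosis, with 50 genes, was higher, with a median of 0.18 (camera adjusted p = 1.2e-07, or 4.6e-04 with fry). The set CDK-mediated phosphorylation and removal of Cdc6 had as many genes and the same median, and members shared between sets were not taken out.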

Besides, we found that myeloid cell development gene set [29] was downregulated and intrinsic apoptotic signaling pathway was upregulated in *Myh9* deficient LSKs (Figure 6G–I), consistent with markedly increased apoptosis and decreased neutrophils as observed in *Myh9* deficient mice.

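A hand-written list of mTORC1 responsive genes had 120 members tested in LSKs. Of these, 52 were higher and 68 lower in *Myh9*-deficient LSKs, and the median log2 fold change was -0.059 (camera adjusted p = 0.254). The set did not pass the threshold with camera, but did without the filter on low values (adjusted p = 0.0367) and with fry (4.0e-04), towards lower values. *Scd2* fell (log2 fold change -0.91), and *Asns* (0.92) and *Slc1a4* (0.58) rose. The Reactome set mTOR signalling had 25 genes tested and a median of -0.013 (camera adjusted p = 0.871). The set Energy dependent regulation of mTOR by LKB1-AMPK had 17 genes and a median of -0.023 (camera adjusted p = 0.970).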

Interestingly, result of GESA showed that mammalian target of rapamycin (mTOR) related pathway gene sets were downregulated in *Myh9* deficient LSKs (Figure 6J,K). Previous studies demonstrated that the mTOR signal pathway was indispensable for HSC self-renewal and loss of mTOR result in pancytopenia in mice [30]. These results suggested that the pancytopenia caused by *Myh9* deletion in mice might be partly due to the impaired mTOR signal pathway. 

To confirm RNA sequencing results, four genes (*Gzmb*, *Mcl1*, *Bcl2*, *Tifab*), which had well-established functions related to HSCs, were selected. As expected, *Mcl1, Bcl2, Tifab* were all downregulated and *Gzmb* was upregulated in RT-PCR analysis (Figure 6L).

## 4. Discussion

*MYH9* has been reported to play critical roles in processes that are fundamental to sustaining development of the organism. *Myh9* knockouts showed an embryonic death around E7.5, a stage that various organs were being developed, including the initiation of the first hematopoietic wave [31]. In murine blood cells, mutation of *MYH9* could conduct severe megathrombocytopenia and functional damage for cell adhesion in mature neutrophils and affected morphology of RBC through association with F-actin [14,15,17,18]. In humans, mutation in *MYH9* results in hematopoietic defects such as macrothrombocytopenia, NMHC ⅡA aggregation in neutrophil granulocytes, which makes it important to study the role of *MYH9* in hematopoiesis. However, an understanding of the function of *Myh9* is still poor, partially because of the embryonic lethality and wide-range damage for *Myh9* knockout model mouse. Establishing a precise and inducible deficiency of *Myh9*, especially in vivo, should uncover its unknown function on hematopoiesis and provide new insight for developing treatment of *MYH9*-RD. Although the establishment of a mouse model for 3 types of *Myh9* mutation (R702C, D1424N, and E1841K) that mimic counterparts in human diseases was reported, it was designed to aim at the effect of *Myh9* mutations on granulocytes or thrombocytes by using knock-in heterozygous mice [32,33]. The effects raised by dysfunction of whole *Myh9* gene on hematopoiesis were not addressed, particularly on HSCs. 

In this study, we used a conditional *Myh9* knockout mouse model to elucidate the role of *Myh9* in normal adult hematopoiesis in vivo. Our data demonstrated that deletion of *Myh9* resulted in a comprehensive damage of hematopoiesis, including pancytopenia in peripheral blood, loss of HSPCs with a marked decrease in BM cellularity, and finally caused BM failure and early lethality in *Myh9* deficient mice. By using a Cre-LoxP system to inactivate *Myh9* and an in vivo inducible system, our method could ensure that we fulfil the aim to precisely analyze the loss of function of *Myh9* on hematopoietic cells. Collectively, our results suggest an essential role for *Myh9* in normal hematopoiesis.

After initial poly I:C injection for 12 days, the recipient mice reconstituted with *Myh9^fl/fl^:Mx1-cre* BM cells showed a drastic reduction of HSCs, HPCs, and other hematopoietic precursor cells in BM, along with a typical pancytopenia in peripheral blood and, finally led to death. Such a fast lethality in both primary and BM tranplantation recipient mice might be due to the effect of *Myh9* deletion on more differentiated cells rather than the consequential damage on HSC/HPCs. Although the effect of *Myh9* on mature cells might be the main cause of the rapid death of mice, the loss of *Myh9* on HSC/HSPCs also made it impossible to replenish the gross loss of differentiated cells, which further exacerbates the phenotype. Upon our observation, *Myh9* deficient HSCs were functionally hampered to develop into mature hematopoietic precursors and severely defective in repopulation capacity. Particularly, *Myh9* deficient HSCs were completely unable to compete with co-transplanted RFP^+^ wild type HSCs. The failure of *Myh9* deficient HSCs to reconstitute the hematopoietic system in non-competitive and competitive BMT assays also revealed that loss of *Myh9* intrinsically impaired the self-renewal capacity of HSCs, making them unable to maintain long-term hematopoiesis. In line with this rapid reduction of HSCs, Annexin V and 7-AAD staining showed that deletion of *Myh9* significantly increased the frequency of apoptosis in HSCs and HPCs, which might contribute to the loss of hematopoietic homeostasis. Our results strongly suggest that *Myh9* was indispensable in maintaining normal function of HSCs, while deficiency of *Myh9* would greatly damage the development and differentiation of hematopoietic cells. 

Recently, Mx1-Cre transgenic mice have been widely used to knockout target genes in the hematopoietic system. Of note, as an inducer of type I IFN signaling, poly I:C used in this study might push the stem cells into cycling and back, resulting in a proliferation of quiescent HSC pool as compared with uninduced wild type controls [34]. Thus, the system we used by treating flox mice with poly I:C in either *Myh9*-deletion or control mice could not rule out this possibility. In addition, the combination of the pro-proliferative and inflammatory stimulus with a certain targeted deletion could cause different effects than the targeted deletion in an unstimulated hematopoietic system. Therefore, the inflammatory stimulus of poly I:C in our model might also play a role in rapidly deriving lethal hematopoietic phenotype of *Myh9* ablation, as was previously observed with other molecules [35]. Use of alternative inducible promoters was, however, beyond the scope of this work.

RNA-seq analysis *Myh9*-deleted LSK cells revealed that many genes responsible for HSC regulation were altered, impairing HSC self-renewal, maintenance, and survival, including *Nbea, Smarca2, Sox4, Zfp251, Fos, Fosb, Egr1, Erg, Runx1, Etv6*, and *Tcf7* (Figure 6). Moreover, we observed changes in the expression of *Tifab* and *Gzmb* in *Myh9*-deleted LSK cells. 

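*Tifab* (ENSMUSG00000049625, chromosome 13 from 56173704 to 56178885) measured 86.7 ± 0.70 FPKM in control and 28.6 ± 1.48 FPKM in *Myh9*-deficient LSKs (log2 fold change -1.57, standard error 0.040, adjusted p = 3.5e-06, limma). *Gzmb* (ENSMUSG00000015437, chromosome 14 from 56258838 to 56262260) encodes granzyme B and measured 5.04 ± 0.374 FPKM in control and 15.9 ± 0.0631 FPKM in *Myh9*-deficient LSKs. Its log2 fold change was 1.49 with a standard error of 0.052 (adjusted p = 7.3e-06, limma). The control libraries held 131 to 147 reads of *Gzmb* and the *Myh9*-deficient libraries 419 to 427. In both genes the groups lay apart by many times the spread between replicates. Over the 6 fits that each left out 1 library, the log2 fold change stayed between -1.61 and -1.54 for *Tifab* and between 1.44 and 1.52 for *Gzmb*. *Gzmb* is also a member of the hand-written lists of T and NK effector genes and of mast cell and basophil genes, both higher in *Myh9*-deficient LSKs.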

*Tifab* (TRAF-interacting protein with forkhead-associated domain B) has been manifested to regulate hematopoiesis through Toll-like receptor (TLR)-TRAF6 complex and loss of *Tifab* induces BM failure and myelodysplastic syndrome (MDS) [36]. In addition, the increased expression of *Gzmb* (Figure 6B) might also contribute to HSPC damage, as a blockade of *GzmB* can improve HSC reconstitution, whereas enhancement of *GzmB* results in an increased apoptosis in HSPC [37]. Interestingly, upon sequencing analysis of *Myh9*-deficient LSK cells, we found that one prosurvival signaling gene set critical for mTOR function was markedly downregulated, while the other one that is important for intrinsic apoptotic signaling pathway by *p53* was markedly upregulated (Figure 6). Since the loss of mTOR in hematopoiesis was sufficient to cause pancytopenia and impairment of HSC homeostasis [38] and *P53* pathway was activated by DNA damage and played an important role in regulating HSC quiescence, self-renewal, and apoptosis, our results indicated that defects observed in *Myh9*-deficient mice might cause a perturbation of multiple genes and signaling pathways related to HSC maintenance. Recent reports have shown that *Myh9* is crucial for maintaining stemness of lung cancer cells and promoting tumorigenesis via activating mTOR signals [39,40], suggesting *Myh9* may exert a profound function on stem cells.

Although our study elucidated the role of *Myh9* in normal hematopoiesis in mice, it did not simply represent the role of *MYH9* in human *MYH9*-RD. In humans, most *MYH9*-RD was caused by point mutations and mouse models mimicking *MYH9*-RD exhibited similar results to humans [32,33]. However, in our present study, *Myh9* was knocked out in the hematopoietic system by Cre-Loxp, resulting in a complete loss of NMII A molecular rather than by making point mutation. As the result, this induced defect of *Myh9* in the hematopoietic system might reveal more comprehensive damage in hematopoiesis.

## 5. Conclusions

By using a *Myh9^flox/flox^:Mx1-Cre* model we measured the effect of *Myh9* deletion in vivo and clarified its unreported function on hematopoiesis. Our findings suggest that *Myh9* played an important role in the maintenance of adult HSCs. The inducible *Myh9* knockout mouse model offered a useful tool to explore the role of *Myh9* on different hematopoietic lineages and tissue development in vivo. The in vivo transplantation results strongly suggested that *Myh9* was indispensable in maintaining normal function of HSCs and HPCs, while deficiency of *Myh9* would greatly damage the processes of development and differentiation of hematopoietic cells. Nevertheless, the data we accumulated in the present study could only speculate a possible mechanism for how *Myh9* impaired hematopoiesis in mice as we summarized in Supplementary Figure S1. Since other reports and ours showed a comprehensive effect of *Myh9* on hematopoiesis, further research should utilize more subtle methods, such as single cell sequencing, to focus on understanding the molecular mechanisms that control *Myh9* in the regulation of normal and diseased hematopoiesis.

## Figures and Tables

**Figure 1:**
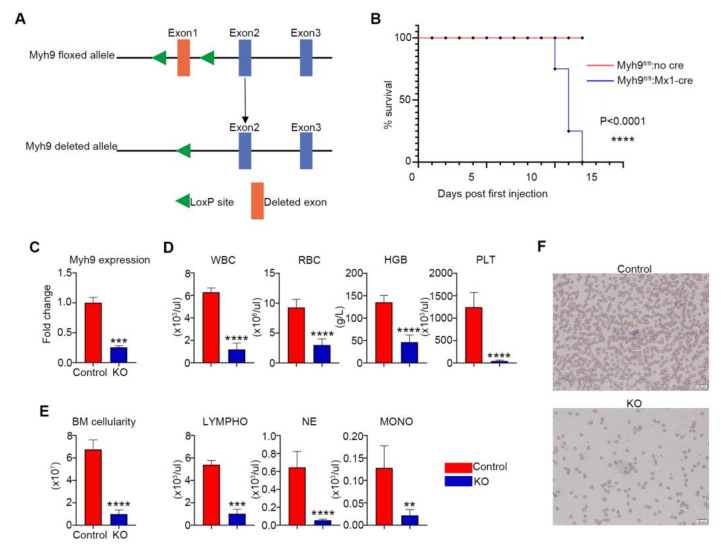
Conditional deletion of *Myh9* leads to pancytopenia and fatal bone marrow failure. (**A**) Generation of *Myh9* conditional knockout mice. The exon1 of *Myh9* is targeted by inserting two LoxP sites to create *Myh9* floxed allele. The *Myh9* floxed allele can be deleted by the expression of Cre recombinase. (**B**) Kaplan-Meier analysis showed marked decrease in survival of *Myh9^fl/fl^:Mx1-cre* mice compared with control mice after first poly I:C injection (n = 20 each group). (**C**) Real time PCR analysis for *Myh9* mRNA showed efficient deletion of *Myh9* in the BM of *Myh9^fl/fl^:Mx1-cre* after induction with poly I:C (n = 3). (**D**) Complete blood count analysis (CBC) of peripheral blood from *Myh9^fl/fl^:Mx1-cre* and control mice 10 days after injection of poly I:C, white blood cells (WBC), red blood cells (RBC), hemoglobin (HGB), platelet (PLT), lymphocyte (LYMPHO), monocyte (MONO), neutrophil (NE) (n = 5). (**E**) BM cells were significantly reduced in *Myh9^fl/fl^:Mx1-cre* mice compare to control mice 10 days after poly I:C induction (n = 5). All data are shown as mean ± SD. Student t test was used to compare two groups of mice (** *p* < 0.005, *** *p* < 0.001, **** *p* < 0.0001). (**F**) Peripheral blood smear (500×) from control and *Myh9^fl/fl^:Mx1-cre* mice at 10 days after poly I:C injection. The *Myh9^fl/fl^:Mx1-cre* blood smear showed severe anemia. Bar value *=* 20 μm.

**Figure 2:**
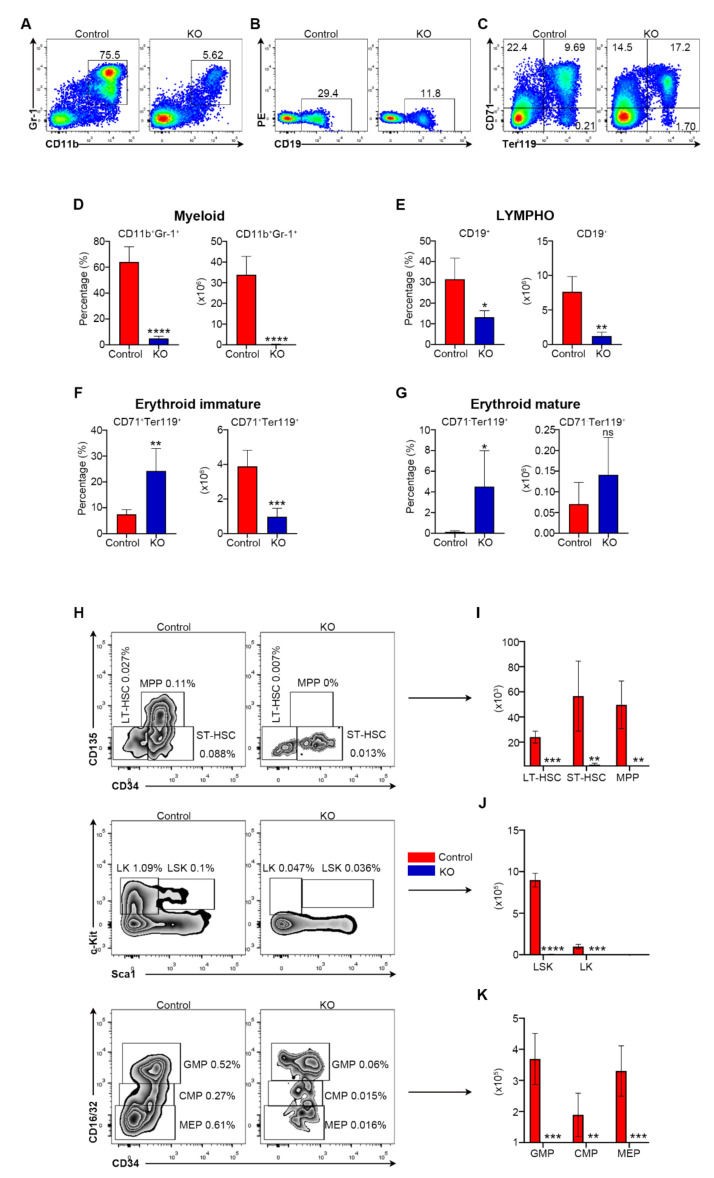
*Myh9* deficiency causes deletion of multiple hematopoietic lineages and HSC. Representative dot plots (**A**–**C**), frequencies (left), and total numbers (right) of Gr-1^+^CD11b^+^ myeloid (**D**), CD19^+^ B (**E**), CD71^+^Ter119^-^ immature erythroid cells (**F**), and CD71^-^Ter119^+^ mature erythroid cells (**G**) (n = 4–5). (**H**) Representative contour plots of flow cytometric analysis of LK(Lin^-^sca1^-^c-kit^+^), LSK (Lin^-^sca1^+^c-kit^+^), LT-HSC (Lin^-^sca1^+^c-kit^+^CD34^-^CD135^-^), ST-HSC (Lin^-^sca1^+^c-kit^+^CD34^+^CD135^-^), MPP (Lin^-^sca1^+^c-kit^+^CD34^+^CD135^+^), GMP (Lin^-^sca1^-^c-kit^+^CD34^+^CD16/32^high^), CMP (Lin^-^sca1^-^c-kit^+^CD34^+^CD16/32^low^), MEP (Lin^-^sca1^-^c-kit^+^CD34^-^CD16/32^-^). Total numbers of LT-HSC, ST-HSC and MPP (**I**); LK and LSK (**J**); GMP, CMP and MEP (**K**) in the BM of control and *Myh9^fl/fl^:Mx1-cre* mice 10 days after first poly I:C injection (n = 4). All data are shown as mean ± *SD*. Student t test was used to compare two groups of mice (* *p* < 0.05, ** *p* < 0.005, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 3:**
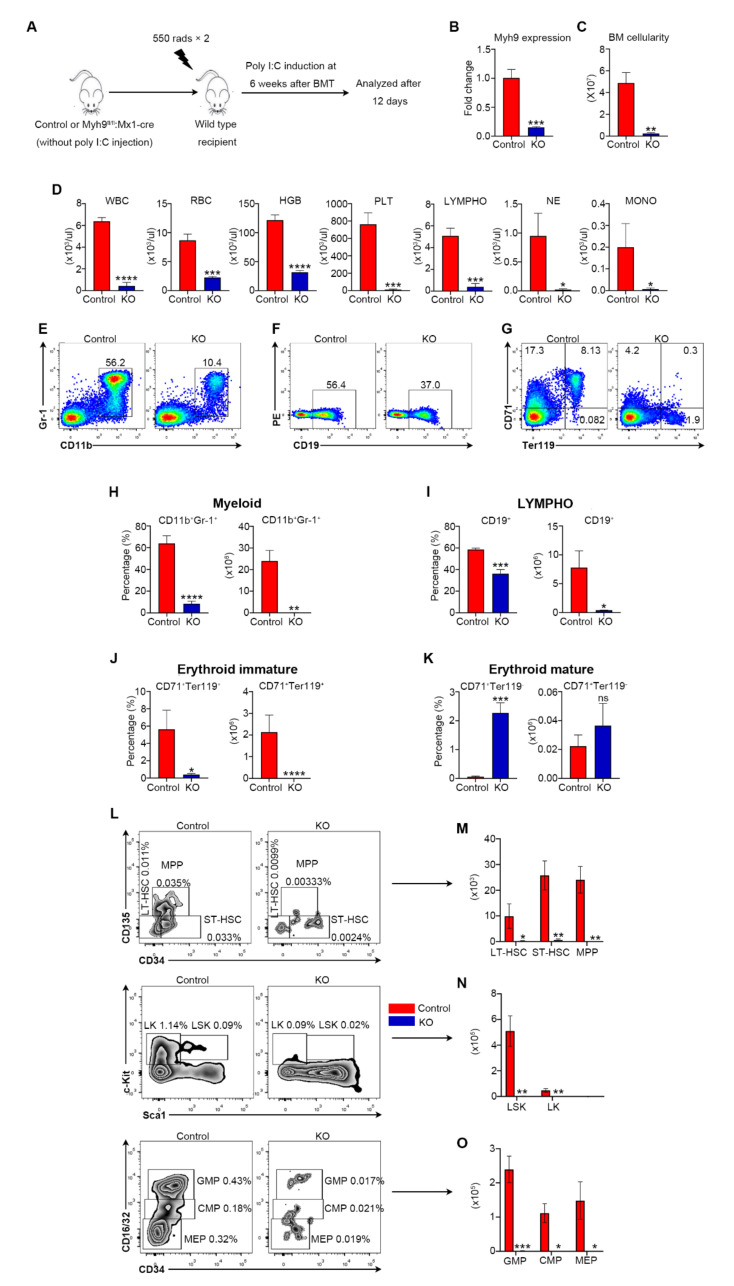
*Myh9* function in hematopoiesis is cell autonomous. (**A**) Schematic diagram of bone marrow transplantation strategy. 1 *×* 10^6^ BM cells were harvested from uninduced *Myh9^fl/fl^:Mx1-cre* and control mice and transplanted into lethally irradiated wild type C57BL/6 recipient mice. Six weeks after bone marrow transplantation, three doses of poly I:C were injected to induce the deletion of *Myh9* in donor-derived hematopoietic cells. Mice were analyzed 12 days after first poly I:C injection. (**B**) Real time PCR analysis showed deletion of *Myh9* in the BM of *Myh9^fl/fl^:Mx1-cre* recipient mice after induction of poly I:C (n = 3). (**C**) BM cellularity was significantly reduced in *Myh9^fl/fl^:Mx1-cre* recipient mice compared with control mice 12 days after poly I:C injection (n = 4). (**D**) Peripheral blood counts were assessed at 12 days after poly I:C induction in control and *Myh9^fl/fl^:Mx1-cre* BMT mice (n = 4). Representative dot plots (**E**,**F**,**G**), frequencies, and total numbers of Gr-1^+^CD11b^+^ myeloid (**H**), CD19^+^ B cells (**I**), CD71^+^Ter119^-^ immature erythroid cells (**J**), and CD71^-^Ter119^+^ mature erythroid cells (**K**) (n = 4–5). (**L**) Representative contour plots of flow cytometric analysis of LK, LSK, LT-HSC, ST-HSC, MPP, GMP, CMP, MEP. Total numbers of LK and LSK (**M**); LT-HSC, ST-HSC and MPP (**N**); GMP, CMP, and MEP (**O**) in the BM of control and *Myh9^fl/fl^:Mx1-cre* BMT mice 12 days after poly I:C injection (n = 4). All data are shown in bar graphs as mean ± SD. Student t test was used to compare two groups of mice (* *p* < 0.05,** *p* < 0.005,*** *p* < 0.001,**** *p* < 0.0001).

**Figure 4:**
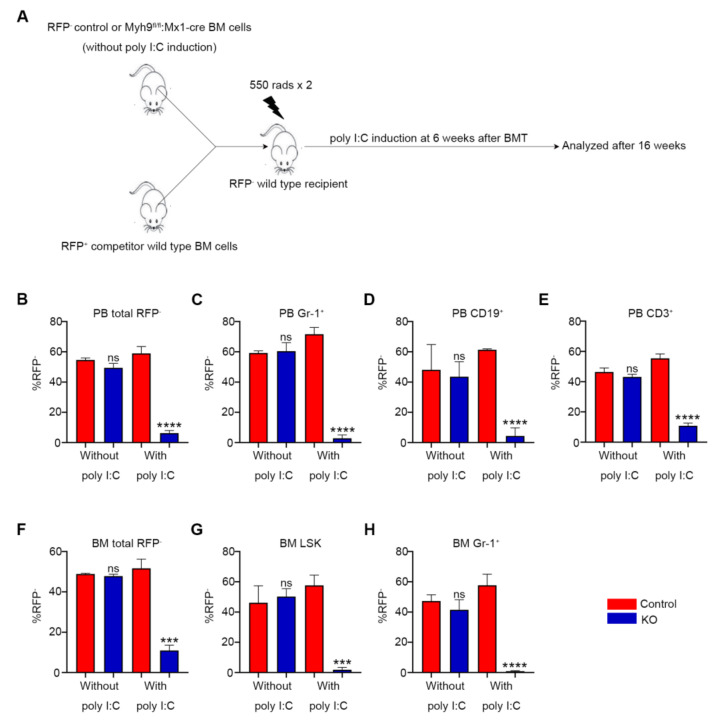
*Myh9* deficiency impairs repopulation capacity of HSC. (**A**) Schematic diagram of bone marrow competitive reconstitution assay. BM cells (5 *×* 10^5^) from uninduced RFP^-^ *Myh9^fl/fl^:Mx1-cre* or littermate control mice were mixed with RFP^+^ wild type mice BM cells (5 *×* 10^5^) at a 1:1 ratio and transplanted into lethally irradiated RFP^-^ recipient mice. Six weeks after BMT, recipient mice were treated with three doses of poly I:C to delete *Myh9* after hematopoietic reconstitution. The recipient mice were analyzed at 6 weeks after BMT and 16 weeks after poly I:C injection. Bar graphs show the percentage of donor derived RFP^-^ cells (**B**), percentage of RFP^-^Gr-1^+^ myeloid cells (**C**), percentage of RFP^-^CD19^+^ B cells (**D**), percentage of RFP^-^CD3^+^ T cells (**E**) in the peripheral blood of recipient mice at 6 weeks after BMT (without poly I:C) and 16 weeks after poly I:C injection (with poly I:C). The percentage of donor derived RFP^-^ cells (**F**), RFP^-^LSK cells (**G**), RFP^-^Gr-1^+^ myeloid cells (**H**) in the BM of recipient mice at 16 weeks after poly I:C injection (n = 3–4). All data are shown as mean ± SD. Student t test was used to compare two groups of mice (*** *p* < 0.001, **** *p* < 0.0001).

**Figure 5:**
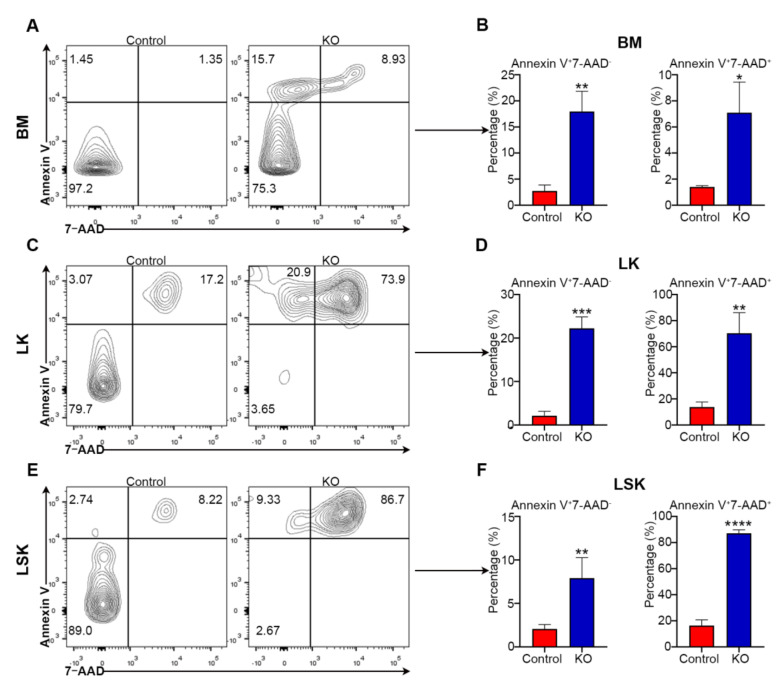
Loss of *Myh9* leads to apoptosis of hematopoietic stem/progenitor cells. Representative dot plots and bar graphs of apoptotic cells from BM (**A**,**B**), LK (**C**,**D**), and LSK (**E**,**F**) cells of control and *Myh9^fl/fl^:Mx1-cre* mice 8 days after first poly I:C injection (n = 3). All data are shown as mean ± SD. Student t test was used to compare two groups of mice (* *p* < 0.05,** *p* < 0.005,*** *p* < 0.001,**** *p* < 0.0001).

**Figure 6:**
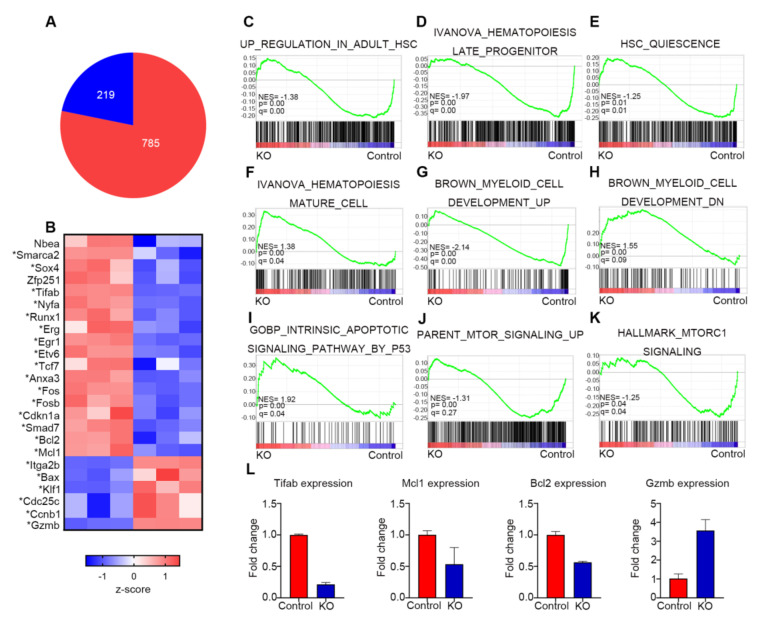
*Myh9* deletion alters expression of genes responsible for HSC maintenance. (**A**) Pie chart showing the numbers of differentially expressed genes in *Myh9*-deficient LSK cells 4 days after first poly I:C injection. (**B**) Heat map showing interested genes involved in regulation of HSC self-renewal, survival, and maintenance. Genes with * are significantly up- or down- regulated. (**C**–**K**) Gene set enrichment analysis showed significant alterations of genes related to hematopoietic stem cells, myeloid cells, survival, and mTOR signal pathways in *Myh9^fl/fl^:Mx1-cre* LSK cells compared with control LSK cells 4 days after first poly I:C injection. (**L**) Expression level of genes from selected gene sets were confirmed by real time PCR (n = 3). Data are shown as mean ± SD.

## Data Availability

The RNA-sequencing datasets reported in this paper can be found at GEO: GSE198134.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11121865/s1, Figure S1: A possible mechanism of the deletion of *Myh9* in the murine hematopoietic system; Table S1: Primers used for genotyping and qRT-PCR.

# Supplementary material for: Myh9 Plays an Essential Role in the Survival and Maintenance of Hematopoietic Stem/Progenitor Cells
**Source:** Cells. 2022 Jun 7;11(12):1865. doi: 10.3390/cells11121865
**Supplement:** Supplementary file 1

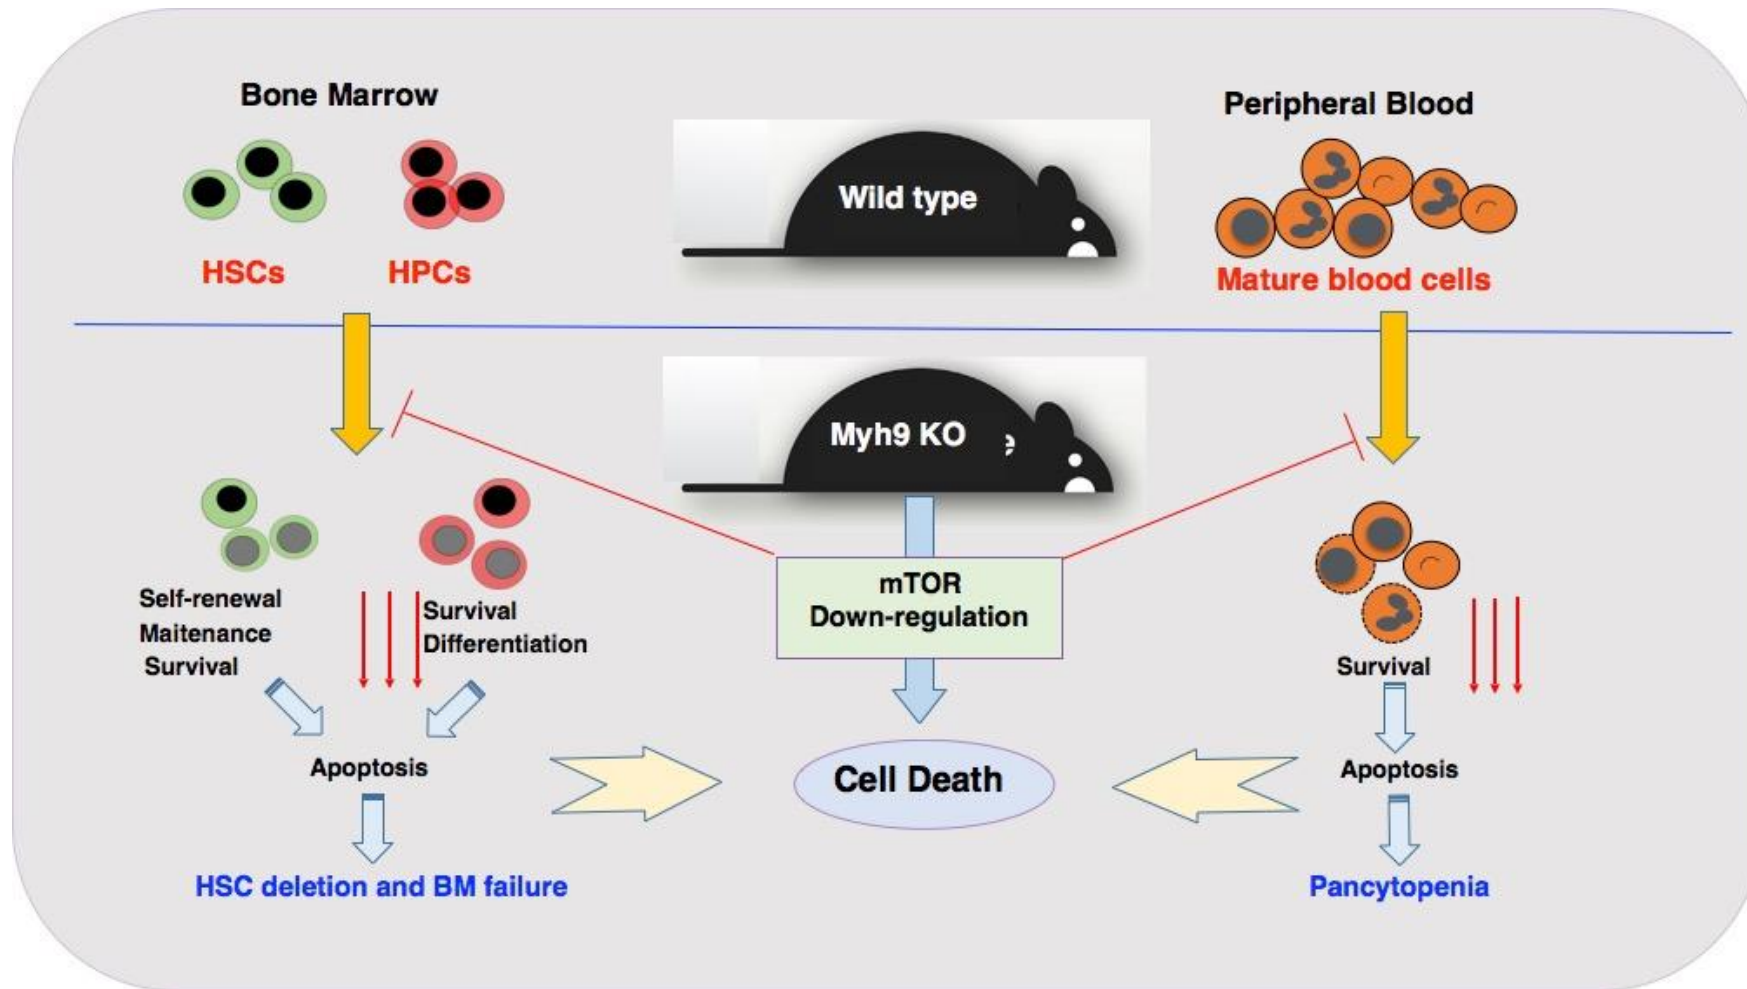

**Supplementary Figure 1. A possible mechanism of the deletion of Myh9 in the murine hematopoietic system.** Loss of Myh9 in mature blood cell leads to increased apoptosis and pancytopenia in peripheral blood through mTOR signaling pathway, which might be the main cause of rapid death of mice. This phenotype is further exacerbated by HSC deletion and BM failure caused by dysfunction of HSPC self-renewal, maintenance and survival via impaired mTOR signaling pathway in Myh9 deficient mice.

# Supplementary material for: Myh9 Plays an Essential Role in the Survival and Maintenance of Hematopoietic Stem/Progenitor Cells
**Source:** Cells. 2022 Jun 7;11(12):1865. doi: 10.3390/cells11121865
**Supplement:** Supplementary file 1

**Supplementary Materials:**

**Supplementary Table S1: Primers used for genotyping and qRT-PCR.**

|                                  |                        |
|----------------------------------|------------------------|
| Mouse Myh9 genotyping Forward    | TGTCATTAGTGTCTGAGAGCAG |
| Mouse Myh9 genotyping Reverse    | CAGGCATGGAGTTTGTGATG   |
| Mouse Mx1-cre genotyping Forward | GTGAGTTTCGTTTCTGAGCTCC |
| Mouse Mx1-cre genotyping Reverse | CGGTTATTCAACTTGCACCA   |
| Mouse Tifab RT-PCR Forward       | GTTGGGCGAGGACAGAACAC   |
| Mouse Tifab RT-PCR Reverse       | GTCAGCACCTTGAGGCAGA    |
| Mouse Mcl1 RT-PCR Forward        | AAAGGCGGCTGCATAAGTC    |
| Mouse Mcl1 RT-PCR Reverse        | TGGCGGTATAGGTCGTCCTC   |
| Mouse Bcl1 RT-PCR Forward        | GCGTACCCTGACACCAATCTC  |
| Mouse Bcl1 RT-PCR Reverse        | CTCCTCTTCGCACTTCTGCTC  |
| Mouse Gzmb RT-PCR Forward        | CCACTCTCGACCCTACATGG   |
| Mouse Gzmb RT-PCR Reverse        | GGCCCCCAAAGTGACATTTATT |

How the deposited data were processed for this re-analysis (not part of the article)

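RNA-seq of sorted LSK cells was re-analysed, with 3 libraries from control and 3 from *Myh9 fl/fl:Mx1-cre* mice, taken 4 days after the first injection of poly I:C. Poly I:C was given at 5 mg/kg, in 3 doses by the paper's methods and in 2 by the sample descriptions. The library was made and sequenced by a company, and the aligner, the counting program and their settings are not named in the paper's text. The authors deposited a table of FPKM values with gene lengths, 1 column for each library, for 54532 genes. The identifiers of 54409 of these are in GENCODE M21 (GRCm38), 53499 with the same start and end. FPKM values are scaled by gene length and by a library size close to the sum of the recovered reads.

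In each library, FPKM times gene length was a whole multiple of 1 step for 100% of values, which gives the reads behind each value. Recovery of reads in this way was tested on simulated data. The recovered reads were used for depth, for lower limits of fold changes (a floor of 3 reads) and for 1 alternative test, and limma on log2(FPKM + 1) remained the main test because the authors' values are FPKM. Each library held 17571544 to 19894562 reads on genes. At this depth, genes with 500 to 2000 reads varied between replicates by a square root of the dispersion of 0.041 in control and 0.0519 in *Myh9*-deficient libraries. Intervals from read numbers would cover counting error only, since the reads carry no molecular identifiers.

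Genes with a mean of at least 1 FPKM over the 6 libraries were tested, 11552 in all, with a pseudocount of 1. The model was lmFit and eBayes with a trend (limma 3.58.1, R 4.3.3), two-sided, with Benjamini-Hochberg adjustment over the genes tested. Calls were made at the paper's thresholds (more than 2-fold, unadjusted p under 0.05) and at an adjusted p under 0.05. The adjusted p printed for single genes come from this limma test. On simulated data with 200 changed genes, the test called 95% of these and 0.0881% of 11352 unchanged genes, and 100% of the calls had the right direction.

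Sets of genes were tested with camera at a preset inter-gene correlation of 0.01, with fry and with camera at an estimated correlation. On simulated data, 4.5% of random lists had a camera p under 0.05. The simulated genes varied independently, so this cannot show how camera behaves on lists whose genes vary together. The correlation estimated for HSC quiescence genes was 0.054, above the preset 0.01. Of 20 lists written by hand before the data were examined, 19 were tested: HSC-associated, HSC quiescence, erythroid, megakaryocyte, neutrophil and monocyte, lymphoid, T and NK effector, mast cell and basophil, apoptosis promoting, apoptosis restraining, mTORC1 responsive, interferon stimulated, S phase, G2/M phase, immediate early, heat shock, non-muscle myosin II, and SRF and YAP target genes, with 1 further list and some members of others not reported here. Sex-linked genes were looked at gene by gene. Lists of plasma cell and B cell genes were written later, for 1 test of cell types. These lists are not the sets of the paper's GSEA, which were not used here. Reactome sets came from fgsea 1.28.0, and 598 of 1457 had 15 to 500 genes tested. Of the 598 sets, 257 had an adjusted p under 0.05 (149 higher and 108 lower in *Myh9*-deficient LSKs), 256 of them also with fry in the same direction. Of the 19 lists, 10 had an adjusted p under 0.05. Of these 10, 8 also passed with fry and with an estimated correlation, while HSC-associated and T and NK effector genes passed with fry alone.

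Genes named in the text were chosen by a rule set before the data were examined: *Myh9*, every gene the study names, the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, at least 5 FPKM in one group and no overlap between groups, the non-muscle myosin II and sex-linked genes, and at most 3 members of a list in each direction. Genes named outside this rule were chosen after their values were seen, and the text says so. The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, scaling by the median of ratios, quantile normalization, rescaling each library to the same sum (TPM), no moderation of the variance, moderation without a trend, a replicate block, leaving out each library in turn, the fold change with an adjusted p under 0.05, ratios of mean FPKM without a pseudocount, camera with an estimated correlation and fry. Alternatives chosen after seeing the data were voom on the recovered reads, removal of each library's trends with GC content and length, leaving out immunoglobulin and T cell receptor segments, and combinations of other fold changes without a filter on low values. Primers for real-time PCR were matched to transcripts, and the genome sequence itself was not used here. Other software was Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and data.table 1.17.8.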

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

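All tests of explanations in this part were chosen only after the results were seen. Each result lies in genes or sets that the paper does not discuss, and each was taken up because it separates the groups there.

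Some immunoglobulin variable (V) segments were read in one group only. 13 V segments had at most 3 reads in every library of one group and at least 20 in every library of the other, 10 of them read in *Myh9*-deficient and 3 in control LSKs, with 8 on chromosome 12 and 5 on chromosome 6. They are among 22 genes of any kind with this pattern. Between a pair of libraries of one group, at most 2 V segments were at 3 reads or fewer in one and at 20 or more in the other, while pairs from different groups had 15 to 19. Protein-coding genes gave 2 to 5 within and 36 to 45 between the groups. A separate set of antibody-producing cells behind each library would make libraries of one group differ as much as those of different groups, which the highest count of 2 within a group argues against. Within a group, V segments varied about as much as protein-coding genes with as many reads, at a median percentile of 46 among the 200 nearest such genes, and 7.81% of their values lay above the 95th percentile where chance gives 5%. This is consistent with one source of cells behind the 3 libraries of each group, although the paper describes independent LSK cell sets, and it was found and tested on the same data. If it held, the error between replicates would not include the variation between mice. A germline difference between the groups at these loci cannot be told apart from this, since the 13 segments were measured in RNA alone. The controls were littermates, and the genome was not measured. *BC018473* and *St6galnac2*, chosen after their values were seen, both lie on chromosome 11 (from 116752167 and from 116675303) and were also read in *Myh9*-deficient LSKs only. Sharing of reads between V segments with near copies was not tested.

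Immunoglobulin and T cell receptor segments were higher in *Myh9*-deficient LSKs, 85 of them past the paper's thresholds. Of 183 segments tested, 145 were higher, with a median log2 fold change of 0.97. Reads on immunoglobulin segments made up 0.114% to 0.116% of control and 0.205% to 0.220% of *Myh9*-deficient libraries, so a small number of cells could give them. Trends with GC content and length are argued against as the whole cause, because 72 of the 85 stayed past the thresholds once these were removed. *Jchain*, which antibody-producing cells express from outside the immunoglobulin loci, rose by 1.05 on the log2 scale (30.4 ± 0.347 to 64 ± 3.63 FPKM, adjusted p = 1.4e-05, limma), and *Igkc* (420.5 ± 6.89 to 880.3 ± 57.8 FPKM) and *Igha* (129 ± 2.35 to 263 ± 6.83 FPKM), rose about as much. All 3 were named after their values were seen. The other constant genes looked at, named after their values were seen, differed: *Ighg2c* rose by 1.08, *Iglc1* by 0.89, *Ighg1* by 0.71 and *Ighg2b* by 1.92 on the log2 scale, while the abundant *Ighm* changed by -0.75 (100.2 ± 0.634 to 59.0 ± 0.987 FPKM). A larger share of RNA from antibody-producing cells could raise *Jchain* by 1.05, but the rise was not equal over all of these transcripts, so this explanation stays open. The list of plasma cell genes as a set did not pass the threshold (6 of 10 genes tested, 4 higher and 2 lower, median log2 fold change 0.69, camera adjusted p = 0.12). Its members *Xbp1* and *Sdc1*, named after their values were seen, fell, and LSKs express *Xbp1* highly in both groups. B cell genes gave no call either (3 of 13 genes tested, median 0.30, camera adjusted p = 0.398). Whether more such cells were sorted or more survived in *Myh9*-deficient BM stays open and was not tested.

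*Trnp1* rose with a log2 fold change of 4.19, the largest rise among the genes named by rule on log2(FPKM + 1). With a pseudocount of 0.1, *Ighv1-4* (7.07), *Ighv1-5* (6.26) and *Ighv6-6* (5.71) rank above *Trnp1* (5.17). The rise was from 19 to 30 reads in control to 937 to 1021 reads in *Myh9*-deficient libraries. A change of the whole region is argued against by the 37 genes tested within 1 Mb, whose median log2 fold change was 0.00589 (range -0.80 to 0.48). Trends with GC content and length are argued against by the log2 fold change of 4.05 that remained once these were removed (range over all alternatives 4.05 to 5.31). An effect of *Myh9* loss and a difference in the genome near *Trnp1* that acts on this gene alone both stay open, as untested.

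Mast cell and basophil genes were higher as a set (camera adjusted p = 2.9e-04, 14 of 16 genes tested higher, median log2 fold change 0.23). LSKs express 16 of the 23 genes of this list above the filter, 4 of the 23 stand in another list and the study names 1. Trends with GC content and length are argued against by the adjusted p of 1.2e-04 that remained once these were removed (range over the alternatives 5.4e-05 to 0.0419). The abundant member *Cpa3* went from 54.9 ± 3.64 to 64.1 ± 1.61 FPKM and *Mcpt8* from 21.6 ± 1.78 to 42 ± 3.68 FPKM, so the rise differed between members. These 2 genes were named after their values were seen. Mast cells or basophils among the sorted cells and a change in progenitors that express these genes were not separated.

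Genes of mitochondrial translation were higher. The Reactome set Mitochondrial translation elongation had the smallest p of 598 sets (81 genes, median log2 fold change 0.22, camera adjusted p = 1.1e-13). With fry its adjusted p was 3.3e-04, in the same direction. Short genes rose in *Myh9*-deficient LSKs, but the set kept a camera adjusted p of 1.3e-10 once the trends with GC content and length were removed. The range over 18 alternatives with camera was 8.2e-21 to 1.5e-10. The value with the trends removed argues against these trends as the whole cause. A difference in preparation that acts on such genes apart from length was not tested, and neither was a biological cause.

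*Myh10*, the gene of another non-muscle myosin II heavy chain, was higher (log2 fold change 0.54, higher in 3 of 3 libraries than in every control library, 213 to 238 against 358 to 453 reads). Reads shared with *Myh9* would have made *Myh10* fall with it, so the rise of 0.54 argues against this. With the trends with GC content and length removed, the log2 fold change was 0.64 (range over all alternatives 0.48 to 0.89), which argues against these trends. A response of *Myh10* to the loss of *Myh9* remains a hypothesis, next to a changed mix of cells among the LSKs, which was not tested.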

How the results depend on the processing

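Most results kept their direction and their side of the threshold under the alternatives that apply to them. Exceptions are given here or, for the genes of the claims, beside the gene. The alternatives chosen after seeing the data are named as such. The cause of a change was not tested unless stated.

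*Myh9* was lower with an adjusted p under 0.05 in all 18 alternatives fitted for it, with log2 fold changes from -0.31 (without cKO replicate 2) to -0.16. The median log2 fold change of all genes stayed between -0.025 and 0.0073 in every scaling. Genes with an adjusted p under 0.05 numbered 1724 to 2519 higher and 1740 to 2805 lower, against 2295 and 2378. The study's genes in their stated direction numbered 19 to 23 against 22, and Reactome sets 199 to 298 against 257.

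The counts at the paper's thresholds moved most. Requiring a mean of at least 5 FPKM gave 92 higher and 44 lower genes, because fewer genes (7169) were tested. A pseudocount of 0.1 gave 132 lower genes, rescaling to TPM 251 higher and 144 lower, and ratios of mean FPKM without a pseudocount 249 higher and 137 lower. These 3 alternatives shrink fold changes of weakly expressed genes less than the pseudocount of 1 does on FPKM. Of the alternatives chosen after seeing the data, voom on the recovered reads gave 263 higher and 146 lower, a pseudocount of 0.1 without a filter on low values 625 and 292, ratios of mean FPKM without a filter 930 and 435, and leaving out immunoglobulin and T cell receptor segments 80 higher genes, because 85 segments are among the 165. With the trends with GC content and length removed, 229 genes passed in both directions, 211 of them shared with the 246. Over the 6 fits that each left out 1 library, the counts were 161 to 182 higher and 83 to 92 lower.

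Gene lists with an adjusted p under 0.05 numbered 8 to 16 against 10. The largest number, 16, came from fry, which also called apoptosis promoting genes (adjusted p = 0.0309), apoptosis restraining genes (0.00236) and mTORC1 responsive genes (4.0e-04). Without a filter on low values, mTORC1 responsive genes had an adjusted p of 0.0367. With a correlation estimated for each list, HSC-associated genes had 0.0582. Each of the 6 fits that left out 1 library gave 10 lists.

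Directions reversed in these results, none of which had an adjusted p under 0.05 where its direction was reversed. Heat shock genes are the one among them that another alternative calls, with an adjusted p of 2.1e-04 with fry, towards lower values. *Rock1* had a log2 fold change of 0.032 with the trends with GC content and length removed. *Ddx3y* had 0.0086 with median-of-ratios scaling, 0.013 with quantile normalization, 0.039 with those trends removed and 0.0042 to 0.020 in 3 fits that each left out 1 library, and -0.034 without CTRL replicate 3. *Uty* had -0.0042 with a pseudocount of 0.1, -0.0092 with quantile normalization, -0.018 with TPM, -0.0016 with voom and -0.078 to -3.8e-04 in 4 fits that each left out 1 library, and 0.097 without cKO replicate 2. Heat shock genes had an adjusted p of 0.704 with a mean of at least 5 FPKM. Non-muscle myosin II genes had 0.540 without a filter on low values, 0.999 with quantile normalization, 0.972 with the replicate block, 0.985 with voom, 0.622 with those trends removed, 0.995 without segments and 0.894 to 0.973 in 3 fits that each left out 1 library, while its direction stayed without CTRL replicate 2 (0.796). SRF and YAP target genes had 0.887 without a filter on low values, 0.841 with a mean of at least 5 FPKM and 0.897 with quantile normalization. The Reactome set mTOR signalling had 0.937 without a filter on low values and 0.941 without cKO replicate 2 (0.731 without cKO replicate 1, the lowest of the fits that left out 1 library). Intrinsic Pathway for Apoptosis had 0.978 with a mean of at least 5 FPKM and 0.987 without CTRL replicate 3 (0.668 without CTRL replicate 2, the lowest of those fits). Its direction was also reversed with fry, towards higher values (0.591).

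Among single genes, 13 lost their call in 51 cases in all and 5 gained one in 14 cases. Among these, *Kdm5d* lost it in 8 cases (adjusted p = 0.0539 to 0.126) and *Eif2s3y* in 10 (0.0622 to 0.137). *Kit* lost it with the trends with GC content and length removed (0.150) and *Hlf* without moderation of the variance (0.0508). *Rock2* gained it with voom (0.0280) and *Hoxb4* without cKO replicate 3 (0.0452). All of these adjusted p come from limma. Among other lists and sets, 1 lost its call in 2 alternatives and 3 gained one in 1 alternative each. Segments higher past the paper's thresholds numbered 53 with a mean of at least 5 FPKM.

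Replicate numbers do not pair the libraries. The correlations across genes of the deviations of control and *Myh9*-deficient libraries with the same number were -0.0046, -0.011 and -0.026, so the replicate block is not a batch. With it, 166 genes were higher and 81 lower at the paper's thresholds, and 4107 genes had an adjusted p under 0.05.

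Alternatives for tables of raw counts (edgeR, DESeq2 and their filter) were not run, because the authors' values are FPKM.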

Differences from the paper's values

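The paper reports 566 genes higher, 219 lower and 785 in both directions at its thresholds, against 165, 81 and 246 here. The pie chart of Figure 6A carries 785 and 219, while the text gives 785 as the total, so the paper's number of higher genes is not certain. None of the alternatives set before the data were examined came within 1.5 times the paper's counts: they gave 92 to 251 genes higher, 44 to 144 lower and 136 to 395 in both directions. A pseudocount of 0.1 without a filter on low values, chosen after seeing the values, gave 625 genes higher, 292 lower and 917 in both directions. Voom on the recovered reads, also chosen after seeing the values, gave 146 genes lower, and ratios of mean FPKM without a filter gave 930 higher, 435 lower and 1365 in both directions.

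The paper states that signatures of adult HSCs and progenitors were lower in *Myh9*-deficient LSKs. The hand-written HSC-associated genes, which are not those sets, were higher (median log2 fold change 0.18), and no alternative reversed this direction.

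The paper states that the intrinsic apoptotic pathway was higher. The Reactome set Intrinsic Pathway for Apoptosis, which is not the set of the paper's GSEA, had a median of -0.026. Its camera adjusted p was 0.836, and at least 0.515 in its 18 alternatives. With fry the set went towards higher values without passing the threshold (adjusted p = 0.591). The Reactome set Apoptosis had a camera adjusted p of 0.0971 and was called higher with fry (adjusted p = 0.00784). The Reactome set Regulation of Apoptosis was higher with camera (adjusted p = 1.2e-07) and with fry (adjusted p = 4.6e-04). Other alternatives were not run for either of these sets.

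The paper states that gene sets related to mTOR were lower. The mTORC1 responsive genes had a median of -0.059 (camera adjusted p = 0.254) and were called lower without a filter on low values (0.0367) and with fry (4.0e-04), both set before the data were examined. The Reactome set mTOR signalling was not called in any of 18 alternatives (adjusted p at least 0.351).

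*Erg*, which the paper lists as lower, had an adjusted p of 0.0555. It was called lower with a mean of at least 5 FPKM (0.049), quantile normalization (0.0308), TPM (0.0336) and no moderation of the variance (0.036), all set before the data were examined. For *Bcl1*, which the paper's text lists as lower, the primers match *Ccnd1*, which was not called in any of 17 alternatives (adjusted p at least 0.0622). *Bcl2*, which the paper names in its heat map and its real-time PCR, was lower here (log2 fold change -0.30, adjusted p = 0.00779, limma). It was called lower in all 17 alternatives fitted for it. The paper's primer table lists no pair under the name *Bcl2*. *Nbea*, which the paper lists as lower, was below the filter on low values of the main test, with all 3 *Myh9*-deficient libraries below every control library. *Zfp251* is not marked as significant in the heat map of Figure 6B and had an adjusted p of 0.0172 here, or 0.0517 to 0.0608 without CTRL replicate 1 or 2 or cKO replicate 1 or 3.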

Other observations

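The splits of the libraries, the hand-written lists and the sex-linked genes were set before the results were seen. The other tests of explanations in this part were chosen only after the results were seen.

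The 6 libraries can be split into 3 and 3 in 10 ways, so no share of splits can fall below 0.1, and an arbitrary grouping cannot be told apart from the real one by this count alone. For genes past the paper's thresholds, higher or lower, and for genes with an adjusted p under 0.05, higher or lower, 1 of the 10 splits, the real one, gave as many. The same held for the study's genes in their stated direction (1 of 10) and for Reactome sets (1 of 10). For gene lists, 2 of the 10 splits gave as many. The other one sets CTRL replicates 1 and 3 and cKO replicate 1 against the rest, and no gene had an adjusted p under 0.05 there (170 with an unadjusted p under 0.05). The 9 other splits had no gene with an adjusted p under 0.05 (170 to 211 with an unadjusted p under 0.05). They still gave 4 to 10 gene lists and 4 to 138 Reactome sets, so many camera calls can arise without a called gene. Each of these splits sets 2 libraries of one group and 1 of the other against the rest, so part of the real difference stays in it. The splits therefore cannot tell whether camera calls arise by chance more often than their p-values say.

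Erythroid and megakaryocyte genes rose while neutrophil and monocyte genes fell. A lower share of LSK cells in the *Myh9*-deficient libraries would raise the genes of whichever cells took their place. The median log2 fold change of -0.42 of the neutrophil and monocyte genes cannot decide this. Control libraries express members of that list, such as *Irf8* at 52.1 FPKM, and other cells need not include every lineage. A lower share of LSK cells therefore stays open. With the trends with GC content and length removed, the largest adjusted p of the 3 lists was 2.2e-06 (megakaryocyte genes, range over the alternatives 8.6e-08 to 0.0263), which argues against these trends. More erythroid and megakaryocyte primed cells among LSKs stays open, as does a change of expression within the cells. Bulk libraries do not separate these.

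Immediate early genes fell. Removing the trends with GC content and length left an adjusted p of 1.3e-16 (range over the alternatives 2.6e-22 to 0.0176), which argues against them. Handling of the cells before lysis, which also induces such genes, cannot be told apart from an effect of *Myh9* loss. Heat shock genes, which handling can induce too, had a median log2 fold change of -0.046 over members that went both ways (camera adjusted p = 0.514, or 2.1e-04 with fry, towards lower values, range over the alternatives 2.1e-04 to 0.826), with *Hspa1b* (-2.40), *Hspa1a* (-1.10) and *Dnajb1* (-0.42) lower. The paper's RNA-seq methods give no handling times. *Hspa1a* and *Hspa1b* are near copies of each other.

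*Myh9* RNA remained at 82.9% of the control mean in *Myh9*-deficient LSKs. Swapped groups are argued against, since 3 of 3 *Myh9*-deficient libraries lay below every control library. Trends with GC content and length, which lower long genes, are argued against as the whole cause by the log2 fold change of -0.16 that remained once these were removed (adjusted p = 0.0225, range over the alternatives 1.2e-05 to 0.0312). Exons outside the deleted part may still be counted, since exon 1 makes up 1.69% of the length behind the value. Cells that kept *Myh9* could also give the remaining 82.9%. The 2 cannot be told apart with values per gene, and neither can a transcript made without exon 1 be seen in them.

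*Gzmb* rose, and the sorted cells may hold other cells that express it. Of 26 T and NK effector genes that stand in no other list and that the study does not name, 15 were higher in every *Myh9*-deficient than in every control library and 2 lower. This is 57.7% higher, against 22.4% of protein-coding genes with as many reads. *Cd3d* went from 0.141 ± 0.123 to 1.45 ± 0.17 FPKM, *Trac* from 0.135 ± 0.0966 to 0.942 ± 0.124 FPKM and *Cd2* from 0.00998 ± 0.0173 to 0.890 ± 0.213 FPKM, and these 3 were named after their values were seen. LSKs express 9 of the 30 genes of this list above the filter, and the 8 of these outside other lists and not named by the study did not pass as a set (camera adjusted p = 0.0758). Mast cell and basophil genes without those shared with another list or named by the study also rose (12 genes, camera adjusted p = 0.00143). Both T or NK cells and mast cells or basophils are therefore consistent with the rise of *Gzmb*, and so is a change within LSKs, which was not tested.

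Long genes were lower and short genes higher in *Myh9*-deficient LSKs. The median log2 fold change was 0.11 in the shortest 20% of genes and -0.085 in the longest. In 3 of 3 *Myh9*-deficient libraries the difference between short and long genes was larger than in every control library (0.0883 to 0.130 against -0.116 to -0.073). A difference in RNA or library preparation between the groups cannot be told apart from a biological one, since the paper's RNA-seq methods give no order of preparation.

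Interferon stimulated genes, for which the paper makes no claim, were lower in 38 of 46 cases (median log2 fold change -0.18, camera adjusted p = 2.3e-04), with *Ifi27l2a* (-0.69), *Gbp5* (-0.64) and *Ifi44* (-0.57) lowest. Both groups had received poly I:C, which induces interferon. SRF and YAP target genes showed no shift (median 0.027, camera adjusted p = 0.687). Of the sex-linked genes, *Xist* had at most 1 read in any library, and *Ddx3y* measured 7.63 ± 0.332 FPKM in control and 7.61 ± 0.116 FPKM in *Myh9*-deficient LSKs, so all 6 libraries carry Y-linked transcripts. *Eif2s3y* had a log2 fold change of 0.12, *Kdm5d* of -0.25 and *Uty* of 0.0012.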
